# Peptidylarginine Deiminase 4 Promotes the Renal Infiltration of Neutrophils and Exacerbates the TLR7 Agonist-Induced Lupus Mice

**DOI:** 10.3389/fimmu.2020.01095

**Published:** 2020-06-23

**Authors:** Norio Hanata, Hirofumi Shoda, Hiroaki Hatano, Yasuo Nagafuchi, Toshihiko Komai, Tomohisa Okamura, Akari Suzuki, I Ketut Gunarta, Katsuji Yoshioka, Kazuhiko Yamamoto, Keishi Fujio

**Keywords:** peptidylarginine deiminase 4, lupus nephritis, neutrophil, p38 mitogen-activated protein kinase, JNK-associated leucine zipper protein

## Abstract

Peptidylarginine deiminase 4 (PAD4), encoded by *PADI4*, plays critical roles in the immune system; however, its contribution to the pathogenesis of lupus nephritis remains controversial. The pathological roles of PAD4 were investigated in lupus model mice. An imiquimod (IMQ)-induced lupus model was analyzed in wild-type (WT) and *Padi4*-knockout (KO) mice. Proteinuria, serum anti-double stranded DNA (anti-dsDNA) antibody, and renal infiltrated cells were evaluated. Neutrophil migration and adhesion were assessed using adoptive transfer and adhesion assay. PAD4-regulated pathways were identified by RNA-sequencing of *Padi4* KO neutrophils. *Padi4* KO mice exhibited significant improvements in proteinuria progression compared with WT mice, whereas, serum anti-dsDNA antibody and immune complex deposition in the glomeruli showed no difference between both mice strains. *Padi4* KO mice showed decreased neutrophil infiltration in the kidneys. Adoptively transferred *Padi4* KO neutrophils showed decreased migration to the kidneys of IMQ-treated WT mice, and adhesion to ICAM-1 was impaired in *Padi*4 KO neutrophils. *Padi4* KO neutrophils exhibited reduced upregulation of p38 mitogen-activated protein kinase (MAPK) pathways. Toll-like receptor 7 (TLR7)-primed *Padi4* KO neutrophils demonstrated reduced phosphorylation of p38 MAPK and lower expression of JNK-associated leucine zipper protein (JLP), a p38 MAPK scaffold protein. Neutrophils from heterozygous *Jlp* KO mice showed impaired adhesion to ICAM-1 and decreased migration to the kidneys of IMQ-treated WT mice. These results indicated a pivotal role of PAD4-p38 MAPK pathway in renal neutrophil infiltration in TLR7 agonist-induced lupus nephritis, and the importance of neutrophil-mediated kidney inflammation. Inhibition of the PAD4-p38 MAPK pathway may help in formulating a novel therapeutic strategy against lupus nephritis.

## Introduction

Systemic lupus erythematosus (SLE) is a systemic autoimmune disease characterized by multi-organ inflammation with immune complex deposition and leukocyte infiltration. The treatment of SLE remains a huge challenge for clinicians considering the unfavorable prognosis associated with the side effects of steroids and immunosuppressive drugs. Genetic studies revealed the susceptibility of genes associated with the Toll-like receptor (TLR) pathway, interferon pathway, immune complex processing, and immune signal transduction in SLE, suggesting that the pathogenesis of SLE is based on immunological abnormalities (1). Autoantibodies are typically present many years before the diagnosis of SLE, consistent with the observation by Gower et al. (2) that deposition of immune complexes and complement precedes the inflammatory infiltrate. Therefore, leukocyte infiltration after immune complex deposition is the key process of organ damage in SLE and is thought to be a promising therapeutic target.

Peptidylarginine deiminase 4 (PAD4) is an enzyme that converts arginine residues to citrulline through post-translational modifications (3). *Peptidylarginine deiminase 4* (*PADI4*), which encodes PAD4, was initially identified as a non-HLA susceptibility gene in rheumatoid arthritis (4). *PADI4* is primarily expressed in neutrophils (5). Subsequently, extensive research revealed the contribution of *PADI4* to the pathogenesis of diverse diseases including inflammatory arthritis (3, 5), myocardial ischemia (6), and deep vein thrombosis (7). Several physiological roles associated with *PADI4*, such as pluripotency (8), p53 target gene repression (9), and regulation of the proliferation of multipotent hematopoietic cells (10) have been identified. The importance of PAD4 for innate immunity was underscored by the observation that the formation of neutrophil extracellular traps (NETs) requires PAD4 (11). In addition, citrullination regulates the functions of histones and gene transcripts. A previous study reported that PAD4 binds to transcription factors to regulate numerous gene transcriptions (12). Considering the multiple roles of PAD4 in the regulation of gene expression and immunological functions, PAD4 may be a potential target for the therapy of autoimmune diseases. However, the precise contribution of PAD4 to the pathogenesis of lupus nephritis remains unclear.

The aim of the present study was to elucidate the pathological roles of PAD4 in lupus nephritis. A TLR7 agonist, Imiquimod (IMQ)-induced SLE mouse model (13) was used to explore the pathogenesis of immune complex-mediated lupus nephritis in several previous reports (14, 15). In this model, topical treatment with IMQ cream on the ear skin induced lupus-like phenotypes, such as elevated levels of serum anti-dsDNA IgG and multi-organ injury, including glomerulonephritis with immune complex deposition (13). We studied IMQ-induced lupus model mice in *Padi4* KO background to explore the pathological roles of PAD4 in lupus nephritis.

## Materials and Methods

### Mice

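Padi4 lies on the minus strand of chromosome 4 of the mouse genome build GRCm38, from 140745865 to 140774236 in the GENCODE annotation. The annotated coding transcript has 16 exons. Exon 1 spans 148 bp, from 140774089 to 140774236, and holds the start codon at 140774178 to 140774180.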

*Padi4* KO mice were generated by deletion of *Padi4* exon 1 in C57BL/6 (B6) background mice (3). Heterozygous *Jlp* KO mice (*Jlp* +/– mice) were described previously (16). All mice were bred in a specific pathogen-free facility.

### IMQ-Treated Mice Experiments

IMQ cream (5%, Mochida Pharmaceutical) was administered on the skin of the left ear of age-matched 8–9-week-old female B6 WT and *Padi4* KO mice every alternate day up to 8 weeks as reported previously (13). Degree of proteinuria was evaluated semi-quantitatively using Albustix (Siemens Healthineers) every week. Serum anti-dsDNA IgG titers were measured using an anti-dsDNA antibody mouse ELISA kit (Shibayagi). Serum anti-Sm (IgG, IgA, and IgM) antibodies were detected using mouse anti-Sm Total IgG ELISA kit (Alpha Diagnostic). Matrix metalloproteinase-9 (MMP-9) concentrations in kidney supernatants were measured using a Mouse Total MMP-9 Quantikine ELISA kit (R&D Systems). Serum BUN and Creatinine was measured using QuantiChrom Urea Assay Kit (BioAssay) and Serum Creatinine Detection Kit (Arbor Assays), respectively. Renal histopathology was analyzed by hematoxylin-eosin (HE) staining and immunohistochemistry. Myeloid lineage cells in the kidneys and spleen were isolated and analyzed by flow cytometry (MoFlo XDP, Beckman Coulter).

### Histological Assessment of the Ear Skin and Kidneys

The ear skin and kidneys were excised from sacrificed IMQ-treated mice 8 weeks after the first IMQ treatment, fixed with 4% paraformaldehyde, followed by embedding in paraffin. Paraffin-embedded fragments were stained with H&E. For kidney immunohistochemistry, paraffin-embedded sections were immunostained for 1 h at 4°C with goat antiserum to mouse complement C3 primary antibody (ICN/CAPPEL), followed by staining for 1 h at room temperature with Alexa Fluor 594 Donkey anti-goat IgG secondary antibody (Invitrogen). The, slides were also immunostained with 1 h at 4°C with rabbit F (ab') 2 anti-mouse IgG primary antibody (BIO-RAD), followed by staining for 1 h at room temperature with Alexa Fluor 488 goat anti-rabbit IgG secondary antibody (Invitrogen). DAPI (Invitrogen) was used for nuclear staining.

Inflammatory cells in the ear skin were counted per high-power field. Glomerular score represents the sum of scores for glomerular inflammation, proliferation, crescent formation, and necrosis as described previously (17). Each score was graded from 0 to 4. For assessing immune complex deposition in the kidneys, fluorescence intensity was scored semiquantitatively (0: no staining, 1+: mild staining, 2+: moderate staining, 3+: high staining) and average scores were calculated as described previously (17). At least 60 glomeruli per animal were assessed by two independent investigators.

### Bone Marrow Neutrophil Isolation

Bone marrow-derived neutrophils were isolated by density gradient centrifugation. For transcriptome analysis, bone marrow neutrophils from 8-week-old female B6 WT and *Padi4* KO mice were isolated magnetically using a Neutrophil isolation kit (Miltenyi Biotec). CD11b^+^ Ly6G^+^ neutrophils were isolated at higher than 85% purity by density gradient isolation, and > 97% by magnetic isolation.

### Neutrophil Adoptive Transfer

Bone marrow-derived neutrophils extracted from age-matched female B6 WT, *Padi4* KO and *Jlp* +/– mice were stained with CellTracker Green CMFDA Dye (Thermo Fisher Scientific), and 2.5 × 10^6^ neutrophils were adoptively transferred to B6 WT control mice and B6 WT mice after IMQ treatment for 4 weeks as described previously (18). The frequencies of CellTracker Green-labeled neutrophils in the kidneys and spleen of the recipients were analyzed by flow cytometry 4 h after adoptive transfer.

### Neutrophil Adhesion Assay

Bone marrow-derived neutrophils from age-matched female B6 WT, *Padi4* KO, and *Jlp* +*/–* mice were isolated, and 3 × 10^6^/ml of neutrophils in Hank's balanced salt solution (HBSS; with Ca^2+^ and Mg^2+^) containing 20 mM HEPES and 0.1% bovine serum albumin (BSA) were incubated with or without 1 μg/ml of R848 for 1 h. In some wells, p38 MAPK inhibitor SB203580 (Sigma-Aldrich) was added 30 min prior to R848 stimulation. Furthermore, neutrophils were plated in 96-well plates coated with recombinant mouse ICAM-1/CD54 Fc chimeric protein (R&D systems) for 30 min. Supernatants was removed, and analyzed for the neutrophil adhesion to ICAM-1 using CytoTox 96 non-radioactive cytotoxicity assay (Promega) as described previously (19). Neutrophil adhesion to ICAM-1 was calculated using the ratio of neutrophils adhering to ICAM-1-coated plates to neutrophils adhering to 96-well poly-L-lysine plates (20).

### Assessment of Neutrophil Extracellular Traps

Bone marrow-derived neutrophils from age-matched female B6 WT and *Padi4* KO mice after IMQ treatment for 8 weeks were resuspended in NET medium containing RPMI 1,640, 1% BSA (Cayman Chemical), 1 mM CaCl_2_ (Cayman Chemical), 10 mM HEPES (Invitrogen), and 0.2 μM SytoxGreen (Thermo Fisher Scientific) and plated at a concentration of 3 × 10^5^/ml. Neutrophils were incubated without any stimulants overnight 37°C in 5% CO_2_. Supernatants were removed and plates were washed with PBS twice. SytoxGreen positive cells, which included NETs in the extracellular parts, were counted using a fluorescence microscope in a blinded fashion. The percentage of SytoxGreen positive cells were calculated as the average of 5 fields (×100) per well.

### Flow Cytometric Analysis

Cell staining was performed in the presence of purified rat anti-mouse CD16/32 antibody (BD). Antibodies used for staining were as follows; anti-Ly6G-PE (1A8, BD), anti-CD11b-APC (M1/70, eBioscience), anti-Ly6G-APC-Cy7 (1A8, BD), anti-Ly6C-APC-Cy7 (AL-21, BD), mouse biotin-conjugated anti-CD45 (30-F11, eBioscience), anti-streptavidin-V500 (BD), and anti-7-AAD (BioLegend).

For intracellular staining for phosphorylated p38 MAPK, 1 × 10^6^/ml of bone marrow-derived neutrophils were stimulated with 1 μg/ml of R848 (Enzo Life Sciences) for 30 min in RPMI 1640 (Invitrogen) containing 10% fetal bovine serum (FBS), 100 μg/ml of L-glutamine (Sigma-Aldrich), 100 U/ml of penicillin (Sigma-Aldrich), 100 μg/ml of streptomycin (Sigma-Aldrich), and 50 μM 2-mercaptoethanol (Sigma-Aldrich). Stimulated neutrophils were stained with anti-CD11b-APC (M1/70, eBioscience) and anti-Ly6G-APC-Cy7 (1A8, BD) antibodies in the presence of purified rat anti-mouse CD16/32 antibody (BD), fixed with Lyse/Fix Buffer (BD), and permeabilized by BD Phosflow Perm Buffer II (BD). Then, neutrophils were intracellularly stained with Alexa Fluor 488 Mouse IgG1κ isotype control (BD) or Alexa Fluor 488 mouse anti-p38 MAPK (pT180/pY182) (BD).

Flow cytometric analysis was performed using MoFlo XDP and data were analyzed using FlowJo Software (Tree star).

### Transwell Assays

Transwell assays were performed as described previously (21). Bone marrow-derived neutrophils from age-matched female B6 WT and *Padi4* KO mice were resuspended in HBSS (with Ca^2+^ and Mg^2+^) (Wako) containing 0.25% fatty acid free, low endotoxin BSA (Sigma-Aldrich), and 14 mM HEPES at a concentration of 5 × 10^6^/ml. Then, 300 μl of 1 nM recombinant mouse CXCL2 (carrier-free) (BioLegend) was loaded at the bottom of the 24-well plate (ultra-low attachment; Costar, Corning). Neutrophils in 200 μl of the above-mentioned buffer were put on the Transwell filter (polycarbonate, 3 μm pores; Millipore) and placed at the top of the plate. The plates were incubated in 37°C, in 5% CO_2_. After 1 h, the Transwell filter and medium in the lower chamber were collected. Lower chambers were filled with 300 μl of HBSS (without Ca^2+^ and Mg^2+^) (Wako) containing 5 mM EDTA and put on ice for 30 min. Additionally, 300 μl of HBSS (without Ca^2+^ and Mg^2+^) containing 5 mM EDTA was added again and the cells were collected. Cell numbers were counted and relative migration was calculated for each well.

### RNA Sequencing

Neutrophils at a concentration of 1 × 10^6^/ml were incubated in 24-well plates and left unstimulated or stimulated with 1 μg/ml of R848 for 6 h in RPMI 1,640 containing 10% FBS, 100 μg/ml of L-glutamine, 100 U/ml of penicillin, 100 μg/ml of streptomycin, and 50 μM 2-mercaptoethanol. Each sample was analyzed in duplicate. After collecting the cells and removal of the supernatant, 250 μl of PBS was added, followed by pipetting with 750 μl of TRIzol LS reagent (Life Technologies) in accordance with the manufacturer's instructions. RNA extraction was performed using an RNeasy micro kit (Qiagen) in accordance with the manufacturer's instructions. The quality of extracted RNA was confirmed using a 2,100 Bioanalyzer (Agilent) and quantified with a Qubit RNA HS assay kit (Thermo Fisher Scientific). RNA sequencing libraries were prepared using a TrueSeq RNA sample preparation kit v2 (Illumina) in accordance with the manufacturer's instructions. Paired-end sequencing was performed using a MiSeq Reagent V2 kit (Illumina) on the MiSeq system.

### Sequence Data Analysis

Raw read quality was evaluated using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) (v0.11.7). After trimming off the adaptors using cutadapt (22) (v1.16), reads containing many low quality bases (Phred quality score <20 in >20% of the bases) or very low quality bases (Phred quality score <10) were removed using the FASTX toolkit. Mean of the total read count after QC was 1.02 × 10^6^. Filtered reads were mapped to the UCSC mm10 using STAR (v2.5.3a) (23), and the read count was calculated using HTSeq (v0.6.1p1) (24). Genes expressed in less than two samples were omitted from further analysis. We compared changes in mRNA expression before and after R848 stimulation in WT and *Padi4* KO neutrophils. Differentially expressed genes before and after R848 stimulation were analyzed using the nbinomWaldTest function in the DESeq2 (25) package (v1.16.1) for R (v3.4.0) in WT and *Padi4* KO neutrophils. Differentially expressed genes were filtered by 2-fold increase or decrease and false discovery rate <0.1, then analyzed using core analysis in Ingenuity® Pathway Analysis (IPA). We conducted comparison analysis in IPA between the results of the core analysis of WT and *Padi4* KO neutrophils. Activation Z scores were calculated using IPA comparison analysis between WT and *Padi4* KO neutrophils. Read counts were normalized as count per million and scaled by low Z-score and were plotted as a heatmap with hierarchical clustering based on Ward's Method.

PAD4-binding genes were adopted from a report that involved ChIP-chip analysis in MCF-7 (12). Gene names were converted to mouse homologs using biomaRt (26). Downregulated genes in TLR 7-primed *Padi4* KO neutrophils were defined as differentially upregulated genes (more than 2-fold increase and false discovery rate <0.1) in TLR 7-primed WT neutrophils but not in *Padi4* KO neutrophils. Overlapping genes were selected between PAD4-binding genes and downregulated genes of TLR7-primed *Padi4* KO neutrophils.

### RNA Extraction, cDNA Synthesis, and Quantitative Real-Time PCR

Total RNA from neutrophils was extracted using an RNeasy Micro kit as described in the manufacturer's instructions. RNA was reverse-transcribed to cDNA with random primers (Invitrogen) and SuperScript III (Invitrogen). To measure gene expression, quantitative real-time PCR was performed by using a CFX connect real-time PCR detection system (Bio-Rad) with a QuantiTect SYBR Green PCR kit (QIAGEN). Gene expression was normalized to β-actin expression levels as a control. Sequences of the PCR primers were as follows: *Actb* (5′- AGAGGGAAATCGTGCGTGAC-3′ and 5′- CAATAGTGATGACCTGGCCGT-3′), *Padi4* (5′-CTCTCCAGGAGTCATCGTAG-3′ and 5′-CCAACACCAGCTGATACTTT-3′), *Jlp* (5′-GAGCATGTGTTTACAGATCCACTG-3′ and 5′-CATTTTCTGAGCTTCTTCTCTCGC-3′).

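The primer sequences were searched for exact matches in the annotated mouse transcripts of GRCm38. The Padi4 pair CTCTCCAGGAGTCATCGTAG and CCAACACCAGCTGATACTTT matched 1 transcript and gave a product of 473 bp. The product runs from exon 2 to exon 6 of 16, between positions 140759986 and 140769452 of chromosome 4, downstream of the deleted exon 1. The Jlp pair GAGCATGTGTTTACAGATCCACTG and CATTTTCTGAGCTTCTTCTCTCGC matched 7 transcripts of the gene named Spag9 in the annotation, with a product of 150 bp across an exon junction, between positions 94097809 and 94099108 of chromosome 11. The Actb pair AGAGGGAAATCGTGCGTGAC and CAATAGTGATGACCTGGCCGT gave a product of 138 bp within 1 exon, from 142904395 to 142904532 of chromosome 5, in 4 Actb transcripts. Transcripts of 2 other genes, Gm15725 and Lrrc58, also held matches to the Actb pair.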

### Western Blotting

Bone marrow-derived neutrophils (3 × 10^6^/ml) from age-matched female B6 WT, *Padi4* KO mice were incubated in 24-well plates and stimulated with 1 μg/ml of R848 in RPMI 1640 containing 10% FBS, 100 μg/ml of L-glutamine, 100 U/ml of penicillin, 100 μg/ml of streptomycin, and 50 μM 2-mercaptoethanol. After collecting cells and removal of the supernatant, neutrophils were homogenized in RIPA buffer (Sigma-Aldrich) containing Halt phosphatase inhibitor cocktail (Thermo Fisher Scientific) and Halt protease inhibitor (Thermo Fisher Scientific). The protein samples were heated to 95°C for 5 min in Laemmli sample buffer (Bio-Rad) containing 2-mercaptoethanol and loaded onto Mini-PROTEAN TGX precast gels (Bio-Rad). Following electrophoretic transfer of proteins to an Immobilon transfer membrane (Millipore) and membrane was blocked with PVDF blocking reagent for *Can Get Signal*® (Toyobo). The membrane was incubated overnight with primary antibodies as follows; anti-JLP (D72F4, Cell Signaling) and anti-GAPDH (D16H11, Cell Signaling). The membrane was then incubated with a secondary goat anti-rabbit IgG-HRP (Invitrogen) antibody, and specific proteins were visualized using ImageQuant LAS4010 (GE Healthcare) with ECL Select (GE Healthcare).

### Statistical Analysis

GraphPad Prism7 (GraphPad Software) was used for statistical analysis except in sequencing data. Two-tailed unpaired *t-*test was used for comparison between two groups. Kruskal–Wallis test with Dunn's multiple comparisons test for proteinuria, and one-way ANOVA with Tukey's multiple comparison test for others were used for comparison among three or more groups. P < 0.05 was considered statistically significant.

## Results

### IMQ-Induced Lupus Like Phenotypes Were Ameliorated in *Padi4* KO Mice

First, we compared the lupus-like phenotypes induced by topical treatment of IMQ between WT and *Padi4* KO mice. The spleen weight was almost equivalent between untreated WT and *Padi4* KO mice (Figure S1). IMQ-treated *Padi4* KO (*Padi4* KO-IMQ) mice showed a significant reduction in splenomegaly compared with IMQ-treated WT (WT-IMQ) mice (Figure 1A). Epidermal hyperplasia and dermal immune cell infiltration in the ear skin of WT-IMQ mice were minimized, and cellular infiltrations were rarely observed in *Padi4* KO-IMQ mice (Figure 1B). Moreover, proteinuria was significantly ameliorated in *Padi4* KO-IMQ mice compared with WT-IMQ mice (Figure 1C). The serum BUN and creatinine showed no difference between IMQ-treated WT and *Padi4* KO mice (Figure S2). The concentrations of MMP-9, a candidate biomarker of renal damage (27), in kidney extracts of *Padi4* KO-IMQ mice were significantly decreased compared with WT-IMQ mice (Figure 1D). Spontaneous NETosis was observed in the bone marrow neutrophils of WT-IMQ mice, and was totally abrogated in *Padi4* KO-IMQ mice (Figure S3). Taken together, in *Padi4* KO-IMQ mice, lupus-like organ damage was ameliorated compared with WT-IMQ mice.

**Figure 1:**
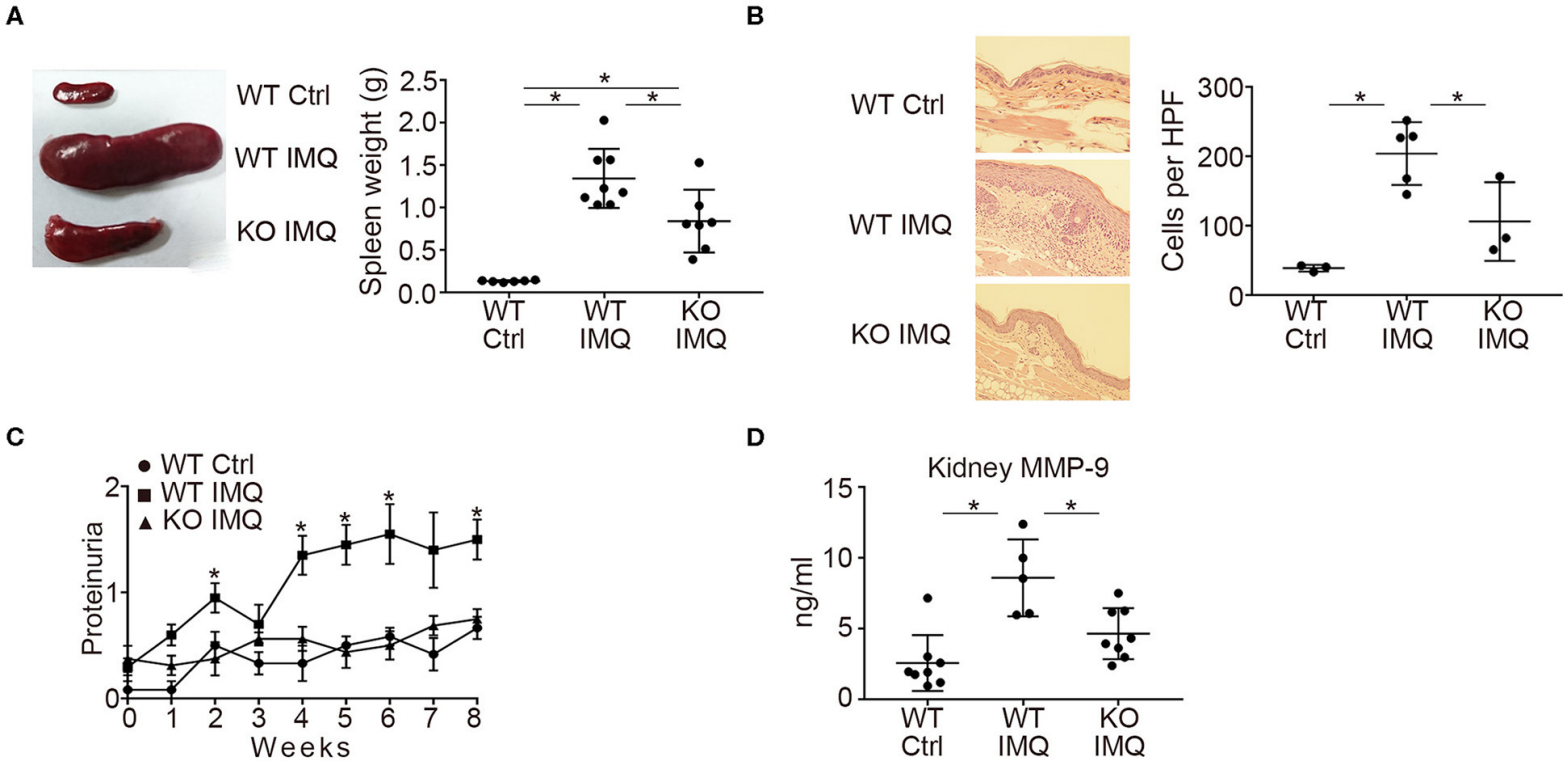
Organ involvement of an imiquimod-treated lupus model in *Padi4* KO mice. Organ involvement was analyzed in IMQ-treated WT (WT IMQ), and IMQ-treated *Padi4* KO (KO IMQ) mice 8 weeks after IMQ treatment. **(A)** Representative pictures of the spleen of WT Ctrl, WT IMQ, and *Padi4* KO IMQ mice (Left), and the spleen weights of these mice (Right) (WT Ctrl, *n* = 6; WT IMQ, *n* = 8; KO IMQ, *n* = 7). *p < 0.05 (one-way ANOVA with Tukey's multiple comparisons test). **(B)** Representative pictures of the HE staining of the ear skin (Left), and the number of inflammatory cell infiltrates in the dermis counted per high-power field from these mice (Right) (WT Ctrl, *n* = 3; WT IMQ, *n* = 5; KO IMQ, *n* = 3). *p < 0.05 (one-way ANOVA with Tukey's multiple comparisons test). **(C)** Chronological progression of proteinuria (Left) (WT Ctrl, *n* = 6; WT IMQ, *n* = 10, KO IMQ, *n* = 8). *p < 0.05 (Kruskal–Wallis test with Dunn's multiple comparisons test, *indicates a significant difference in proteinuria between WT IMQ and KO IMQ mice). **(D)** MMP-9 concentrations in kidney supernatants (WT Ctrl, *n* = 8; WT IMQ, *n* = 5; KO IMQ, *n* = 8). *p < 0.05 (one-way ANOVA with Tukey's multiple comparisons test). Data are representative of at least three independent experiments. All error bars represent ± SD except for proteinuria progression (±SEM).

### Neutrophil Infiltration in the Kidneys Was Decreased in *Padi4* KO-IMQ Mice

Pertaining to the immunological characteristics, there was no difference in serum anti-dsDNA IgG and anti-Sm titers between WT-IMQ and *Padi4* KO-IMQ mice (Figures 2A, S4). Immunohistochemical analysis of the kidneys revealed that the degree of immune complex depositions were identical in WT-IMQ and *Padi4* KO-IMQ mice (Figures 2B,C). In contrast, *Padi4* KO-IMQ mice exhibited reduced glomerular scores, especially in view of cellular infiltration, compared with WT-IMQ mice (Figures 2B,D). In both WT-IMQ and *Padi4* KO-IMQ mice, cellular infiltration into the glomeruli was predominant, and infiltration into the tubulointerstitium was hardly observed (data not shown).

**Figure 2:**
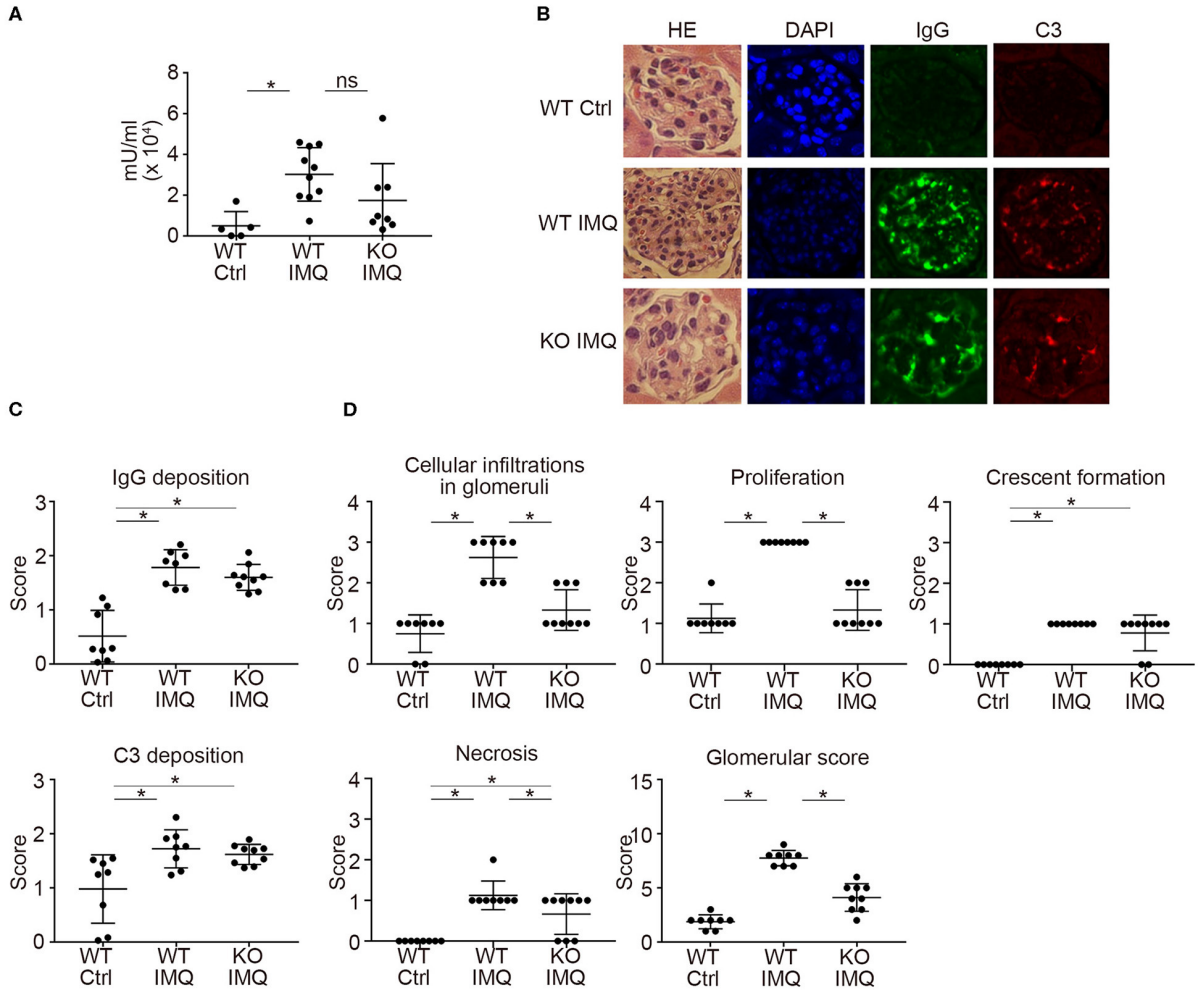
Histological analysis of the glomeruli in IMQ-treated *Padi4* KO mice. **(A)** Serum titers of anti-dsDNA antibody in the serum of WT Ctrl, WT IMQ, and KO IMQ mice for 4 weeks are indicated (WT Ctrl, *n* = 5; WT IMQ, *n* = 10; KO IMQ, *n* = 8). *p < 0.05 (one-way ANOVA with Tukey's multiple comparisons test); ns, non-significant. **(B–D)** The glomeruli of the kidneys of WT Ctrl, WT IMQ, and KO IMQ mice were analyzed histologically 8 weeks after IMQ treatment. **(B)** Representative pictures of HE, DAPI, IgG, and C3 staining. **(C)** Scores of IgG deposition and C3 deposition in the kidneys. Fluorescence intensity was scored semiquantitatively (0: no staining, 1+: mild staining, 2+: moderate staining, 3+: high staining) and average scores of at least 60 glomeruli per animal were calculated. *p < 0.05 (one-way ANOVA with Tukey's multiple comparisons test). **(D)** Glomerular score consisting of glomerular inflammation (cellular infiltration in glomeruli), proliferation, crescent formation, and necrosis of the kidneys (WT Ctrl, *n* = 8; WT IMQ, *n* = 8; KO IMQ, *n* = 9). *p < 0.05 (one-way ANOVA with Tukey's multiple comparisons test). All error bars represent ± SD.

Flow cytometry analysis revealed a significant reduction in the numbers of myeloid cells, such as neutrophils (CD11b^+^Ly6G^+^) and CD11b^+^CD11c^+^ cells in the kidneys of *Padi4* KO-IMQ mice (Figures 3A,B). Although the frequencies of these myeloid cells in the spleens were similar between WT-IMQ and *Padi4* KO-IMQ mice, the numbers of CD11b^+^CD11c^+^ cells and monocytes (CD11b^+^Ly6C^high^) decreased in the spleen of *Padi4* KO-IMQ mice (Figures 3A–C), which may partially explain the improvement of splenomegaly in *Padi4* KO-IMQ mice shown in Figure 1A. The frequencies of CD11b^+^CD11c^+^ cells and monocyte were similar between untreated WT and *Padi4* KO mice (Figure S5). Even though the frequency of neutrophils was increased in *Padi*4 KO mice (Figure S5), the range of the frequencies was much lower. The frequencies of neutrophils and monocytes infiltrating the kidney were higher in the group of the high levels of proteinuria (Figure 3D). Considering neutrophils were decreased in the kidney of the *Padi4* KO-IMQ mice in Figure 3A, neutrophils were thought to play pivotal roles in the pathogenesis of lupus nephritis. Kidney neutrophils highly expressed *Padi4* mRNA, whereas CD11b^+^CD11c^+^ cells showed limited *Padi4* expression (Figure 3E). Interestingly, *Padi4* mRNA expression was significantly decreased in the kidney neutrophils of WT-IMQ mice compared with those of WT-control mice (Figure 3E). Taken together, the significant decrease in renal neutrophil infiltration was closely associated with the amelioration of proteinuria in *Padi4* KO-IMQ mice.

**Figure 3:**
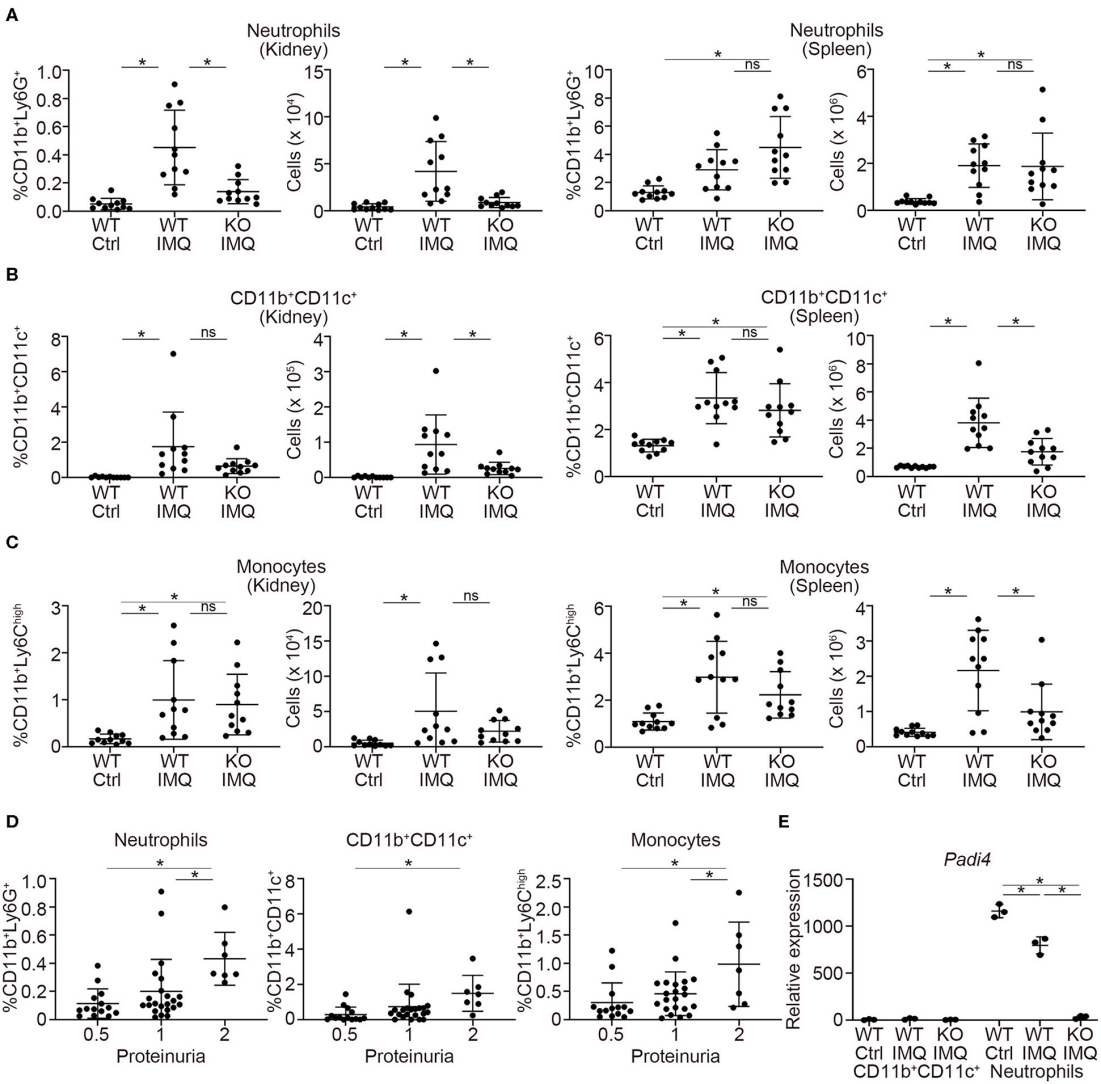
Myeloid cell infiltration in the kidneys of IMQ-treated *Padi4* KO mice. **(A–C)** The frequencies (Left) and the numbers (Right) of CD11b^+^Ly6G^+^ cells (neutrophils) **(A)**, CD11b^+^CD11c^+^ cells **(B)**, and CD11b^+^Ly6^high^ cells (monocytes). **(C)** in the kidneys and spleen 7AAD^−^ cells 8 week after IMQ treatment (WT Ctrl, *n* = 11; WT IMQ, *n* = 11; KO IMQ, *n* = 11). Data were analyzed by flow cytometry. *p < 0.05 (one-way ANOVA with Tukey's multiple comparisons test); ns, non-significant. **(D)** The percentage of myeloid cells infiltrating the kidney in each semi-quantitatively measured proteinuria (0.5, 1, and 2) (WT Ctrl, *n* = 14; WT IMQ, *n* = 14; KO IMQ, *n* = 15). *p < 0.05 (one-way ANOVA with Tukey's multiple comparisons test). **(E)** Real-time PCR analysis of the expression of *Padi4* mRNA in CD11b^+^CD11c^+^ cells (Left), and neutrophils (Right) in the kidneys (*n* = 3 per group). Results were normalized to *Actb*. *p < 0.05 (one-way ANOVA with Tukey's multiple comparisons test). Data are representative of at least three independent experiments. All error bars represent ± SD.

### *Padi4* KO Neutrophils Reduced the Migration Capacity to the Kidneys

Next, we investigated the role of *Padi4* in neutrophil migration to the kidneys using adoptive transfer experiments (Figure 4A). There was a significant decrease in *Padi4* KO neutrophil migration to the kidneys compared with WT neutrophils, whereas there was no difference between WT and *Padi4* KO neutrophil migration to the spleen (Figure 4B). ICAM-1 is a representative adhesive molecule in neutrophil recruitment to the kidneys and is associated with lupus nephritis (28, 29). *Padi4* KO neutrophils showed decreased adhesion to ICAM-1 after TLR7 simulation (Figure 4C). CXCL2 is a representative renal neutrophil-attracting chemokine (30). *Cxcl2* mRNA was expressed equivalently in the kidneys of WT-IMQ and *Padi4* KO-IMQ mice (data not shown). In Transwell assays, there were no differences in chemotaxis between WT and *Padi4* KO neutrophils toward CXCL2 *in vitro* (Figure 4D). Therefore, neutrophil adhesion and migration capacity to the kidneys were regulated by *Padi4*, consistent with the decreased renal neutrophil infiltration in *Padi4* KO-IMQ mice.

**Figure 4:**
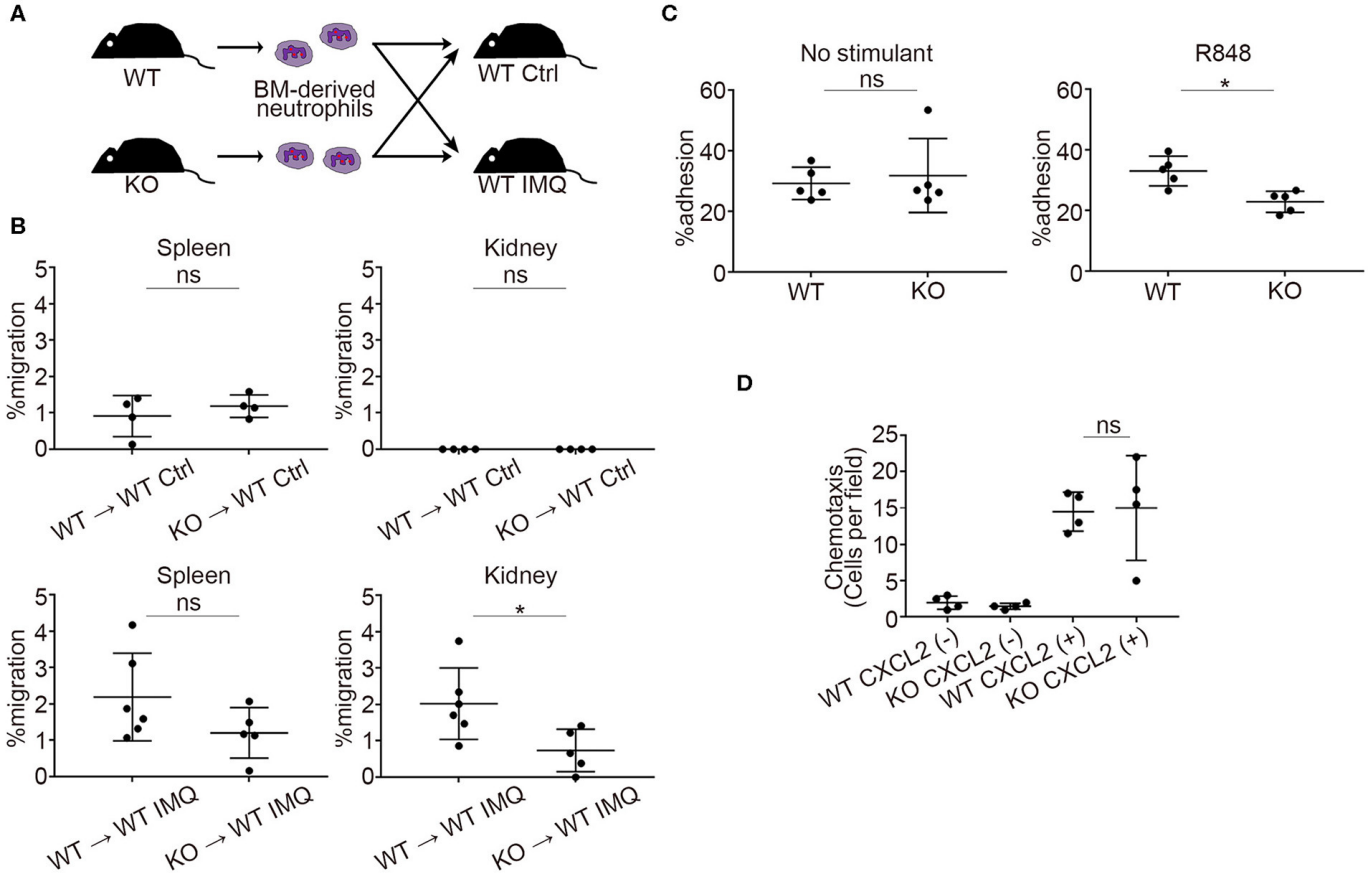
*Padi4* KO neutrophil migratory capacity *in vitro* and *in vivo*. **(A)** A schematic explanation of the adoptive transfer experiments. Bone marrow-derived neutrophils (2.5 × 10^6^) from WT and *Padi4* KO mice stained with Cell Tracker Green were adoptively transferred to WT Ctrl and WT IMQ mice 4 weeks after IMQ treatment. **(B)** The frequencies of migrated Cell Tracker Green-positive neutrophils of 7AAD^−^CD45^+^CD11b^+^Ly6G^+^ in the spleen (Left) and the kidneys (Right) (WT Ctrl for WT neutrophils and KO neutrophils, *n* = 4 for each; WT IMQ, *n* = 6 for WT neutrophils and *n* = 5 for KO neutrophils). *p < 0.05 (two-tailed unpaired *t-*test); ns, non-significant. **(C)** Adhesion of bone marrow-derived WT and *Padi4* KO neutrophils (3 × 10^6^/ml) to plates coated in ICAM-1 molecules with 1 μg/ml of R848. Cell adhesion was evaluated using the ratio of cells adhered to 96-well poly-L-lysine plates (*n* = 5 for each group). *p < 0.05 (two-tailed unpaired *t-*test); ns, non-significant. **(D)** Chemotaxis of bone marrow-derived neutrophils (1 × 10^6^) from WT and *Padi4* KO mice was assessed to CXCL2 (1 nM) (*n* = 4 per group) (one-way ANOVA with Tukey's multiple comparisons test, only the result of the analysis between WT CXCL2(+) and KO CXCL2(+) is shown.); ns, non-significant. Data are representative of at least three independent experiments. All error bars represent ± SD.

### *Padi4* Promoted the Neutrophil p38 MAPK Pathway After TLR7 Stimulation

Next, we investigated the transcriptome of TLR7-stimulated neutrophils by RNA-sequencing. 

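RNA was sequenced from bone marrow neutrophils of WT and Padi4 KO mice, left unstimulated or incubated with 1 µg/ml of R848, a TLR7 agonist, for 6 h. Each of the 4 groups had 2 libraries, and the sample labels do not say whether these came from separate mice. The paper gives 6 h of culture for the unstimulated cells as well, whereas their sample labels give 0 h. If the labels hold, the changes given below as after R848 also include the effect of 6 h in culture. The authors deposited the number of reads counted on each gene with HTSeq, without normalization. The Padi4 gene had 590 and 527 counts in unstimulated WT neutrophils and 40 and 54 counts in unstimulated Padi4 KO neutrophils. After R848, it had 166 and 234 counts in WT and 34 and 21 in Padi4 KO neutrophils. The difference between Padi4 KO and WT was a log2 fold change of -4.45 (standard error 0.13) without stimulation and -3.92 (standard error 0.17) after R848. The counts on genes ranged from 562446 to 1177972 per library. The mean was 620594.5 in the 4 WT libraries and 1032734.5 in the 4 Padi4 KO libraries, a ratio of 1.66. At 3 counts, the smallest level a library could show was between 2.55 and 5.33 CPM (counts scaled to a common library size, here by the library total), and these floors cover counting error only. The table lists 24421 genes, of which 12254 had at least 1 count in at least 2 libraries and were tested. Of these, 5342 had fewer than 10 counts on average. Counts were scaled with TMM factors, and 1 model with a mean for each group was fitted to all 8 libraries; adjusted p-values come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The estimated spread between duplicates was a biological coefficient of variation of 4.68%. In each of the 4 pairs, the duplicates nevertheless differed by more than counting noise, and a chi-square test across genes gave ratios to its degrees of freedom from 1.05 to 1.83. In a principal component analysis, the first component held 68.3% of the variance and separated the treatments, and the second held 20.3% and separated the genotypes.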

We focused on the changes in mRNA expression before and after R848 stimulation in WT and *Padi4* KO neutrophils, because there was a decrease in the adhesion of *Padi4* KO neutrophils to ICAM-1 after TLR7 stimulation. *Padi4* KO neutrophils showed impaired upregulation of several signaling pathways after TLR7 stimulation (Figure 5A). 

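Genes were called as in the paper, with a false discovery rate below 0.1 and a change of more than 2-fold. In WT neutrophils, 879 genes were higher and 1328 lower after R848. In Padi4 KO neutrophils, 989 genes were higher and 1083 lower. Of the genes higher in WT, 623 (70.9%) were also called higher in Padi4 KO, and 548 genes were lower in both genotypes. The log2 fold changes of the genotypes had a Pearson correlation of 0.83 across 6912 genes with at least 10 counts on average, which are not independent replicates. Genes such as Il10, Ralgds and Lacc1 had 0 counts in all 4 unstimulated libraries and at least 50 counts in each library after R848.
A further 256 genes were called higher in WT only and 366 in Padi4 KO only. The median log2 fold change of the 256 genes was 1.35 in WT and 0.64 in Padi4 KO, a gap that choosing genes called in WT only favours in advance. Of these genes, 229 had a positive log2 fold change in Padi4 KO, and 141 rose in Padi4 KO with a false discovery rate below 0.1. The difference of response, the log2 fold change in Padi4 KO minus that in WT, was tested directly. It passed a false discovery rate of 0.1 for 577 genes, of which 154 had a lower and 423 a higher value in Padi4 KO. Of the genes called in WT only, 49 (19.1%) had such a difference, and of the genes called in Padi4 KO only, 40 (10.9%) did. DESeq2, which differs from this setting in both scaling and test, moved the number of differences most and gave 125 genes, 90 of them lower and 35 higher in Padi4 KO. With relative log expression factors and the same edgeR test, there were 393 genes, 233 lower and 160 higher.
Among the 941 genes that rose more than 2-fold on average over both genotypes, the median difference was -0.085. The median difference of all 6912 genes was 0.18, so the median of the rising genes lay -0.26 from it. The response was weaker in Padi4 KO for 525 of the 941 genes and stronger for 416. The differences with the smallest p-values included those of Il1b and Tlr2. Il1b had -2.51 (standard error 0.15, adjusted p = 4.02e-57 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tlr2 had -1.90 (standard error 0.18, adjusted p = 4.18e-23 from the same edgeR test). Part of each difference was a higher start in unstimulated Padi4 KO than in WT, with log2 fold changes of 1.70 for Il1b and 0.79 for Tlr2. After R848 both were lower in Padi4 KO, with -0.80 and -1.11.

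**Figure D1:**
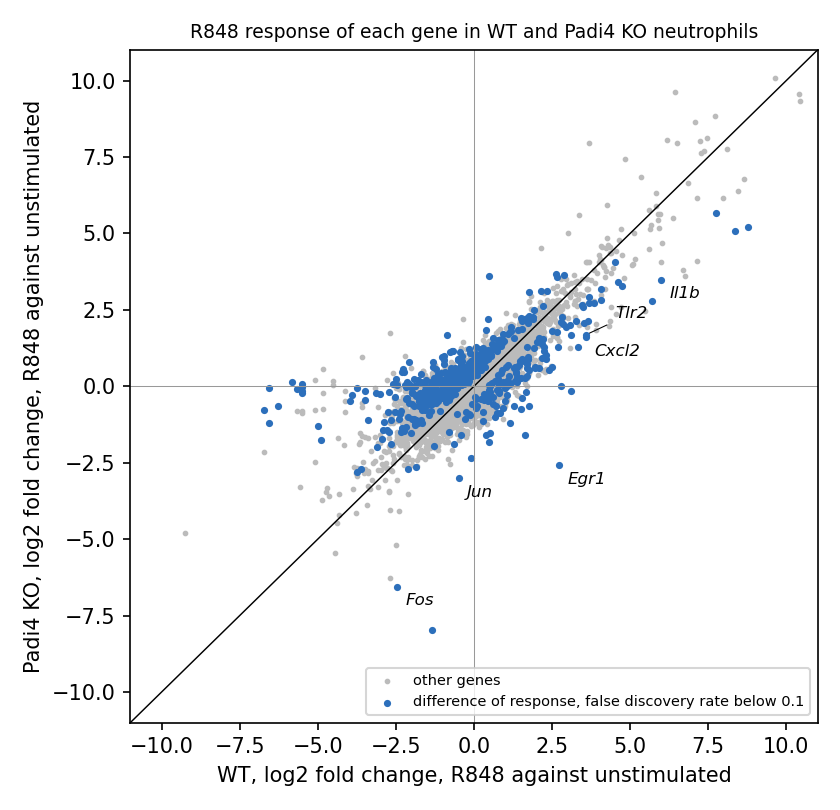
Log2 fold change after R848 in WT neutrophils (horizontal axis) against that in Padi4 KO neutrophils (vertical axis), 1 point for each of 6912 genes with at least 10 counts on average, with the line of equal response. Blue points are the 555 genes whose difference of response had a false discovery rate below 0.1. Most of them lie above the line with the TMM factors used here, whereas 28% of the differences called by DESeq2 were higher in Padi4 KO.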

In particular, p38 mitogen-activated protein kinase (MAPK) signaling pathway exhibited a clear reduction in *Padi4* KO neutrophils (Figures 5A, S6). 

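The IPA gene list behind Figure S6 is not among the files, so a list of 83 p38 MAPK pathway genes was written by hand before the counts were seen. Of these, 79 are in the count table and 70 were tested, 53 of them signalling components and 17 ligands, receptors or effectors. In WT neutrophils 17 of the 70 genes were higher and 5 lower after R848, and in Padi4 KO neutrophils 12 were higher and 8 lower. Both genotypes called 11 genes higher. Traf2, Daxx, Atf4, H3f3a, Tgfb1 and Tgfbr1 were called in WT only, and Elk4 in Padi4 KO only. The mean log2 fold change over the 70 genes was 0.37 in WT and 0.44 in Padi4 KO, a mean difference of response of 0.067. This mean includes genes with few counts and large differences in either direction, such as 3.61 for Mef2c and -1.42 for Dusp10. The camera test, which compares the list with all other tested genes, placed it below the other genes but did not pass its two-sided threshold of 0.05. It passed, with the list again below the other genes, with relative log expression factors, with edgeR's filterByExpr filter and with library size alone. It did not pass without a filter or with thinned counts. Of the 70 genes, 31 had a negative difference of response, which for a gene that falls after R848 means a deeper fall in Padi4 KO. For the 60 members with at least 10 counts on average, the median difference was 0.077, which lay -0.10 from that of all genes. The sign of the mean difference changed with the scaling, with the filterByExpr filter and with thinned counts, and DESeq2 gave -0.12.
The difference of response passed a false discovery rate of 0.1 for 5 of the 70 genes. It was -0.67 for Atf4, -0.79 for Irak2 and -0.79 for Dusp1, negative for Il1b as well, and 0.51 for Map3k3. Dusp1 fell after R848 in both genotypes, with log2 fold changes of -1.84 in WT and -2.63 in Padi4 KO, so its negative difference is a deeper fall. Map3k3 had -0.60 in WT and -0.091 in Padi4 KO, so its positive difference is a smaller fall. With DESeq2, Irak2 and Map3k3 no longer passed, with differences of -0.96 and 0.35. Mean Atf4 expression rose from 160 ± 10.6 to 397 ± 52.8 CPM in WT (SD, n = 2) and from 162 ± 3.84 to 251 ± 4.86 in Padi4 KO neutrophils (SD, n = 2). From its IPA comparison of the WT and Padi4 KO responses, the paper states that p38 MAPK signaling was reduced in Padi4 KO neutrophils.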

The p38 MAPK pathway regulates various neutrophil functions including adhesion (31). Indeed, the phosphorylation of p38 MAPK was significantly decreased in *Padi4* KO neutrophils compared with WT neutrophils following TLR7 stimulation (Figure 5B). Consistent with this, the α and β isoforms of the p38 MAPK inhibitor SB203580 inhibited the adhesion of WT neutrophils to ICAM-1 following TLR7 stimulation (Figure 5C). To summarize, *Padi4* promoted upregulation of the p38 MAPK pathway after TLR7 stimulation, and the p38 MAPK pathway contributed to neutrophil adhesion after TLR7 stimulation.

**Figure 5:**
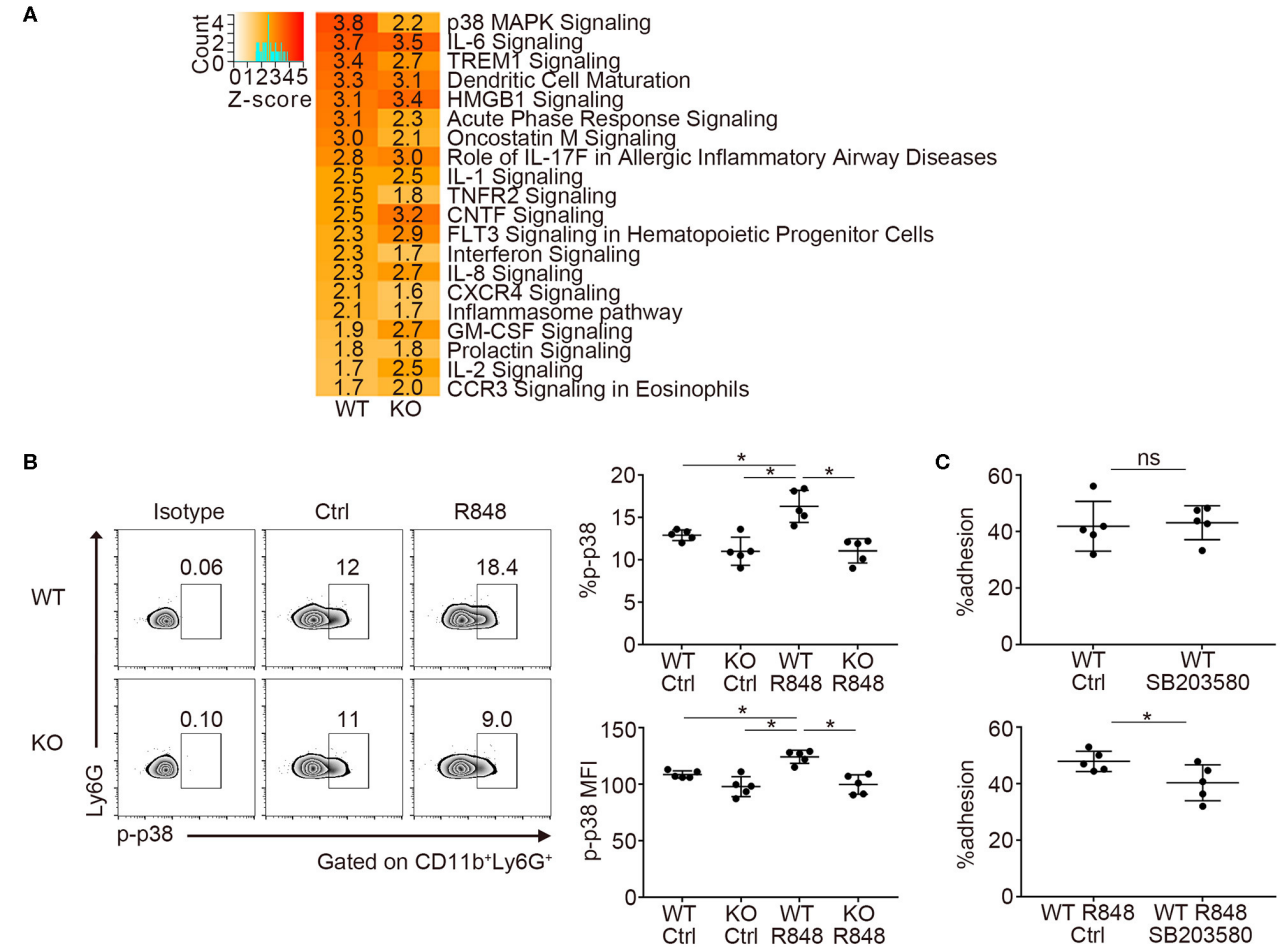
Transcriptome analysis of *Padi4* KO neutrophils. **(A)** Bone marrow-derived neutrophils were incubated with or without 1 μg/ml of R848 for 6 h. We detected differentially expressed genes before and after R848 stimulation in WT and *Padi4* KO neutrophils, respectively. The activation Z-scores in the canonical pathway analysis were calculated using IPA software. The top 20 pathways are listed. Activation Z-scores are displayed in each column. **(B)** Bone marrow-derived neutrophils (3 × 10^6^/ml) were stimulated with 1 μg/ml of R848 for 30 min and were intracellularly stained with isotype control or anti-phosphorylated p38 MAPK (p-p38 MAPK) antibodies and analyzed using a flow cytometer (*n* = 5 for each group). *p < 0.05 (one-way ANOVA with Tukey's multiple comparisons test). **(C)** R848-stimulated bone marrow-derived WT neutrophils (3 × 10^6^/ml) were incubated on ICAM-1-coated plates with or without SB203580 prior to R848 stimulation. Neutrophil adhesion to ICAM-1 was calculated using the ratio of cells adhered to 96-well poly-L-lysine plates (*n* = 5 for each group). *p < 0.05 (two-tailed unpaired *t*-test). Data are representative of at least three independent experiments. All error bars represent ± SD.

### *Padi4* Regulated the Expression of JLP, a p38 MAPK Scaffold Protein

Previous reports demonstrated that PAD4 binds to the histone and transcriptional factor complex at the promoter regions and works as a transcriptional coactivator (12). We examined the overlap between PAD4-binding genes detected by chromatin immunoprecipitation coupled with a promoter tiling array (ChIP-chip) analysis reported in MCF-7 cells (12) and downregulated genes of TLR7-primed *Padi4* KO neutrophils. 

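The genes listed in Figure 6A were examined by the definition of a gene called higher after R848 in WT neutrophils and not in Padi4 KO neutrophils. Of the 19 genes, 16 met it. Chd4, with a log2 fold change of 0.96 in WT, and Hbp1 rose less than 2-fold in WT. The median log2 fold change of the 19 genes was 1.12 in WT and 0.65 in Padi4 KO, and 13 lay within 0.2 of the 2-fold threshold in WT on the log2 scale. The response was smaller in Padi4 KO for 18 genes, and 16 also rose in Padi4 KO with a false discovery rate below 0.1. Because the paper chose these genes from the same data as raised in WT only, the choice itself favours a smaller response in Padi4 KO. The difference of response passed a false discovery rate of 0.1 over all genes tested for 1 of them, Ptges3, with a value of -0.90 (standard error 0.30, adjusted p = 0.0637 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With DESeq2 and with thinned counts, Ptges3 did not pass it either, with differences of -1.09 and -0.89. Adjusted over the 19 genes alone, 6 passed; since the list comes from the paper's own calls on these data, this count says nothing about their stability. An unadjusted p below 0.05 was found for 7 of the 19, Spag9 among them. The number meeting the definition was 19 with DESeq2, 18 with relative log expression factors or with separate edgeR models for each genotype, 10 with edgeR's filterByExpr filter and 5 with scaling by library size alone.
JLP is encoded by Spag9 (Jlp), on chromosome 11 of GRCm38 from 93996091 to 94126085, where the antisense gene Gm11518 overlaps it. Spag9 had 46 and 43 counts in unstimulated WT neutrophils and 81 and 89 after R848, and 55 and 61 in unstimulated Padi4 KO neutrophils and 87 and 87 after R848. Its scaled expression rose from 72.7 ± 2.21 to 161 ± 5.31 CPM in WT (SD, n = 2) and from 53.2 ± 12.7 to 78.6 ± 1.88 in Padi4 KO (SD, n = 2). The log2 fold change was 1.15 in WT (standard error 0.19, adjusted p = 3.40e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.61 in Padi4 KO (standard error 0.18, adjusted p = 0.00364 from the same edgeR test). With DESeq2 the rise in Padi4 KO was 0.50 and did not pass the false discovery rate. Nor did it pass with library size alone, thinned counts or separate DESeq2 models for each genotype. The difference of response was -0.54 (standard error 0.27), with an adjusted p of 0.360 in edgeR's test over all genes. With each library left out in turn, it stayed between -0.82 and -0.33. Spag9 expression was lower in Padi4 KO than in WT neutrophils after R848, with a log2 fold change of -1.03 (standard error 0.17, adjusted p = 3.12e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without stimulation, the log2 fold change was -0.50 (standard error 0.21, adjusted p = 0.0869 from the same edgeR test). With DESeq2 it was -0.42 and did not pass the false discovery rate. Nor did it pass with relative log expression factors, library size alone, thinned counts or a separate edgeR model of the unstimulated libraries.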

Nineteen overlapping genes were identified, and the *Jlp* gene, encoding JNK-associated leucine zipper protein (JLP), was included among these (Figure 6A). JLP is a key scaffold protein for the activation of the p38 MAPK pathway (32). Indeed, mRNA expression of *Jlp* and protein expression of JLP were reduced in *Padi4* KO neutrophils after TLR7 stimulation (Figures 6B,C). mRNA expression of *Jlp* was also suppressed following LPS stimulation (Figure S7). In *Jlp* +/– neutrophils (Figure S8), phosphorylation of p38 MAPK (Figure 6D) and neutrophil adhesion to ICAM-1 *in vitro* (Figure 6E) were significantly decreased. To analyze the *in vivo* migratory capacity of the *Jlp* +/– neutrophils to the kidneys, WT and *Jlp* +/– neutrophils were adoptively transferred to WT-IMQ mice (Figure 6F). There was a significant decrease in *Jlp* +/– neutrophil migration to the kidneys compared with WT neutrophils, whereas there was no difference between WT and the *Jlp* +/– neutrophil migration to the spleen (Figure 6G). Taken together, *Padi4* promoted JLP expression after TLR7 stimulation, which led to activation of the p38 MAPK pathway and neutrophil adhesion to ICAM-1.

**Figure 6:**
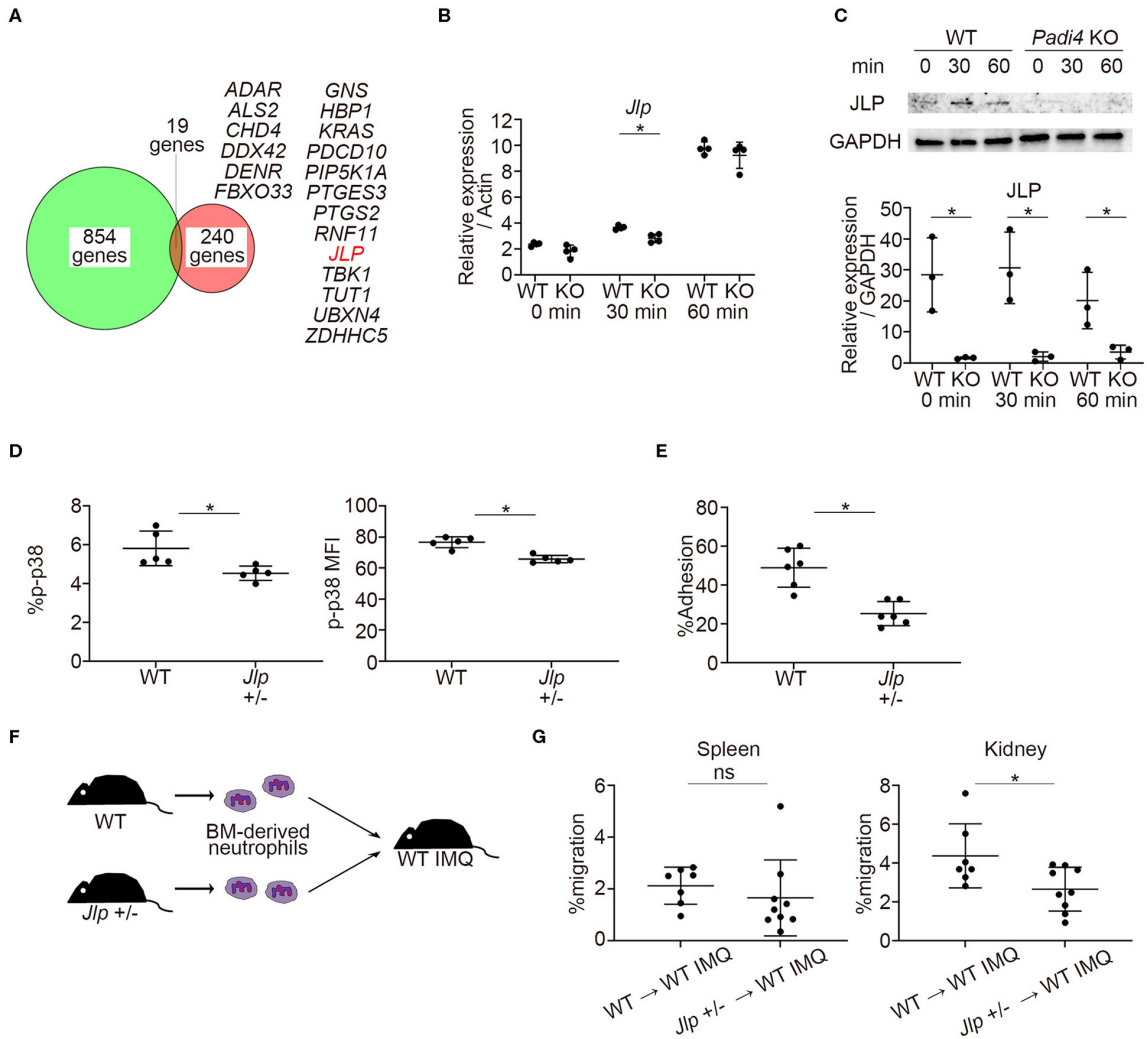
Identification of PAD4-dependent gene, *Jlp*, which encodes JLP, a scaffold protein of p38 MAPK. **(A)** Venn diagram of PAD4 Chip-chip binding genes and downregulated genes of TLR7-primed *Padi4* KO neutrophils. Downregulated genes of TLR7-primed *Padi4* KO neutrophils were defined as differentially upregulated genes (more than 2-fold increase and false discovery rate <0.1) in TLR7-primed WT neutrophils but not in *Padi4* KO neutrophils. Nineteen overlapping genes are listed in alphabetical order. **(B)** Real-time PCR analysis of the expression of *Jlp* mRNA in WT and *Padi4* KO neutrophils at 0, 30, and 60 min after R848 stimulation (*n* = 4 per group). Results were normalized to *Actb*. *p < 0.05 (two-tailed unpaired *t*-test) **(C)** Western blotting of JLP and GAPDH in WT and *Padi4* KO neutrophils at 0, 30, and 60 min after R848 stimulation. Relative expression of JLP protein (normalized to GAPDH) was analyzed between WT and *Padi4* KO neutrophils (*n* = 3 per group). *p < 0.05 (two-tailed unpaired *t*-test) **(D)** The bone marrow-derived neutrophils (3 × 10^6^/ml) of WT and *Jlp* +/– mice were intracellularly stained with isotype control or anti-phosphorylated p38 MAPK (p-p38 MAPK) antibodies and analyzed using flow cytometry (*n* = 5 for each group). *p < 0.05 (one-way ANOVA with Tukey's multiple comparisons test). **(E)** The adhesion of bone marrow-derived WT and *Jlp* +/– neutrophils (3 × 10^6^/ml) to plate-bound ICAM-1 molecules. Cell adhesion was evaluated using the ratio of cells adhered to 96-well poly-L-lysine plates (*n* = 5 for each group). *p < 0.05 (two-tailed unpaired *t-*test). **(F)** A schematic explanation of the adoptive transfer experiments. Bone marrow-derived neutrophils (2.5 × 10^6^) from WT and *Jlp* +/– mice stained with Cell Tracker Green were adoptively transferred to WT IMQ mice 4 weeks after IMQ treatment. **(G)** The frequencies of migrated Cell Tracker Green-positive neutrophils of 7AAD^−^CD45^+^CD11b^+^Ly6G^+^ in the spleen (Left) and the kidneys (Right) (*n* = 7 for WT neutrophils and *n* = 9 for *Jlp* +/– neutrophils). *p < 0.05 (two-tailed unpaired *t*-test); ns, non-significant. Data are representative of at least three independent experiments. All error bars represent ±SD.

## Discussion

Our study demonstrated the pivotal role of PAD4 in neutrophil infiltration to the kidneys with immune complex deposition. In lupus nephritis, immune complex deposition triggers several immunological reactions, such as cellular infiltration and the activation of immune cells, including neutrophils (33). Neutrophils stimulated with immune complexes injure renal tissue via the production of reactive oxygen species, cytokines, and chemokines along with degranulation and the release of MMPs and elastase (33). Our study demonstrated that neutrophil infiltration to the kidneys was significantly suppressed in *Padi4* KO IMQ-mice, even though immune complexes were equivalently deposited. Consistent with our observations, lupus-prone MRL-*Fas*^*lpr*/*lpr*^ (MRL/*lpr*) mice lacking ICAM-1 or lymphocyte function-associated antigen-1 showed amelioration of glomerulonephritis, which was correlated with a decrease in neutrophil accumulation in the glomeruli (34, 35). In humans, neutrophils are one of the major infiltrated cells in the kidneys in lupus nephritis (36). In addition, the blood transcriptome profiles of adult lupus patients revealed an association between neutrophil signatures and lupus nephritis (37). Our observations provide an experimental evidence for the linkage between neutrophil and lupus nephritis. In our data, concentrations of MMP-9, a candidate biomarker of renal damage (27), in kidney extracts of *Padi4* KO-IMQ mice were significantly decreased compared with WT-IMQ mice. In a rat model of membranous nephropathy, a correlation between increased expression of MMP-9 within the visceral epithelial cells and the proteinuria was reported (38). Also in NZBxNZW F1 lupus mice, MMP-9 contributed to increase glomerular proteolytic activity around the onset of proteinuria (39). Additionally, glomerular MMP-9 staining were increased in the mesangial region and its levels correlated the glomerular cell proliferation in human lupus nephritis (40). Thus, MMP-9 is associated with renal impairment, especially with glomerular inflammation and proliferation. As neutrophils are known as a source of MMP-9 (41), the result might be due to a decrease in infiltration of neutrophils into the kidney of *Padi4* KO-IMQ mice. In fact, neutrophil extracellular trap-bound MMP-9 induces endothelial cells death and vascular dysfunction (42). Therefore, we selected MMP-9 as renal damage marker representing the degree of proteinuria and the renal infiltrations of myeloid cells that are characteristic of this mice model of lupus. Further investigation is needed to determine whether MMP-9 secreted from neutrophils directly contributes to renal damage in this mouse model.

The roles of PAD4 in neutrophils have been investigated. A previous study showed that there was no difference in neutrophil functions, such as phagocytosis capability, generation of reactive oxygen species, or in absolute neutrophil counts between WT and *Padi4* KO mice (43). Some recent reports suggested an association between NETosis and lupus nephritis (44, 45). NETs in SLE patients contain autoantigens, such as self-DNA, and form immune complexes to activate plasmacytoid dendritic cells (46). Because PAD4 is required for NETosis (11), the amelioration of lupus-like phenotypes in *Padi4* KO mice can be partially explained by the lack of NETosis. Nevertheless, the pathological roles of NETosis in this IMQ-induced model of lupus remains unclear. Apart from NETosis, our study demonstrated that adhesion was impaired in *Padi4* KO neutrophils, especially after TLR7 stimulation. In addition, *Padi4* KO neutrophils reduced the expression of JLP and impaired upregulation of the p38 MAPK pathway after TLR7 stimulation. Several reports suggested an alteration of integrin affinity via p38 MAPK signaling. Mice with aged neutrophils had altered integrin affinity in p38 MAPK-dependent pathways (47). In human neutrophils, p38α specifically contributes to LPS-induced adhesion (31). Moreover, p38 MAPK inhibitors decreased proteinuria in MRL/*lpr* mice (48). In this way, we supposed that the PAD4-p38 MAPK pathway and regulation of neutrophil adhesion may be promising therapeutic targets against lupus nephritis. Further study is needed to elucidate the connection between p38 MAPK pathway in neutrophils and the defect in adhesion to ICAM-1, including the possibility that expression of activated LFA-1 or Mac-1 is diminished on the surface of *Padi4* KO neutrophils. Also, further *in vivo* study is needed using conditional knockout mice in which p38α expression is specifically ablated in neutrophils. *Padi4* mRNA expression was significantly decreased in the kidney neutrophils of WT-IMQ mice compared with those of WT-control mice. Some negative feedback system may exist in the regulation of *Padi4* expression, however, additional investigation is needed to unveil its detailed mechanism. Among the identified nineteen genes, the other genes could be related to the activation of MAPK pathway. According to the literature review, four candidate genes were listed; *Kras, Rnf11, Hbp1*, and *Ptgs2*. 

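In the RNA-sequencing libraries, Rnf11 (chromosome 4 of GRCm38, 109451098 to 109484728) rose after R848 with a log2 fold change of 1.04 (standard error 0.15) in WT and 0.91 (standard error 0.13) in Padi4 KO neutrophils. Hbp1 (chromosome 12, 31926254 to 31950535) rose by 0.94 in WT (standard error 0.16) and 1.00 in Padi4 KO (standard error 0.12). For Rnf11 and Hbp1 the difference of response was within its standard error, with adjusted p-values of 0.874 and 1.00 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The antisense gene Cog5 overlaps Hbp1.
Ptgs2 (chromosome 1, 150100031 to 150108227) had 8 and 9 counts in unstimulated WT neutrophils and 33 and 28 after R848, and 6 and 9 counts in unstimulated Padi4 KO neutrophils and 8 and 11 after R848. Its log2 fold change was 2.05 in WT (standard error 0.37, adjusted p = 3.97e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.37 in Padi4 KO (standard error 0.50, adjusted p = 0.636 from the same edgeR test). Scaling by library size alone turned the value in Padi4 KO to -0.0053. The difference of response was -1.68 (standard error 0.66), with an adjusted p of 0.164 in edgeR's test over all genes. After R848, Ptgs2 was lower in Padi4 KO than in WT, with a log2 fold change of -2.73 (standard error 0.35, adjusted p = 1.09e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).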

*Kras* encodes RAS, a guanosine triphosphate (GTP)-binding protein. When stimulated by binding GTP, various signaling pathways are activated (49). Of interest, KRAS mutation was reported in SLE patient (50). *Rnf11* encodes RING finger protein 11 (RNF11), involved in various pathways, such as regulation of signal transduction, trafficking and modulation of the transcriptional activity (51). miR-200a-5p and its target gene *Rnf11* is involved in selenium deficiency-induced cardiac necrosis via MAPK activation (52). *Hbp1* encodes HMG-box transcription factor 1 (HBP1), which is involved in transcriptional repressor and cell cycle inhibitor (53). HBP1 is downstream target in p38 MAPK pathway (53). *Ptgs2* encodes cyclooxygenase 2 (COX2), and COX2 is also downstream target in p38 MAPK pathway (54). We selected *Jlp* for the further study because *Jlp* extensively regulated p38 MAPK-related genes compared to other candidate genes. Additional investigation is required to determine whether the other candidate genes control MAPK pathway in the PAD4-dependent manner.

The effectiveness of PAD4 inhibition for lupus models remains controversial. These conflicting data were due to the usage of a pan-PAD inhibitor, which also inhibits all PADs. Another important reason was the difference in the models of lupus mice and mice strains. A previous study showed that *Padi4-*deficiency and the pan-PAD inhibitor Cl-amidine (55) did not ameliorate nephritis in MRL/*lpr* mice and another lupus model induced by the transfer of SLE sera to FcγRIIAγ^−/−^Mac1^−/−^ mice, respectively (56). Additionally, Kienhöfer et al. (57) reported nephritis aggravated in a pristane model in the absence of PAD4. In contrast, Cl-amidine exhibits clear therapeutic efficacy in two lupus-prone strains, MRL/*lpr* mice (44) and New Zealand Mixed 2328 mice (45). Particularly, a recent study demonstrated that *Padi4* deficiency ameliorated immunological and clinical phenotypes of IMQ-treated mice in the FVB background (58). They attributed less kidney injury to reduced NETosis and associated vascular damage. They also observed an abrogated T cell response and a decrease of autoantibodies in *Padi4* KO mice, which was different form our observation. However, IMQ induces strain dependent responses, at least in dermatitis, and CD4^+^ T cell-associated gene expression was weaker in the B6 background (59). Therefore, we speculated that the controversial results depended on the different characteristics of the mice strains. We thought that each result reflected the various aspects of lupus nephritis. Of note, there was no difference of BUN and creatinine between IMQ-treated WT and *Padi4* KO mice, even though there was a significant difference in the proteinuria. One possible explanation is that PAD4-dependent neutrophil infiltration could be principally associated with the pathogenesis of proteinuria, not the reduction of renal functions. In human lupus nephritis, the poor outcome of renal sufficiency is associated with tubular intestinal damage (60). Since neutrophil infiltration was mainly found in glomerular lesions in IMQ-induced mice, we supposed that PAD4 would principally contribute to the glomerular lesions and proteinuria in this model. Further studies are required to explore the function of PAD4 in human lupus nephritis. In addition, the role of PAD4 in neutrophils and renal proximal tubular cells has been reported in acute kidney injury (61). Therefore, future studies with conditional KO mice specific for either neutrophils or tubular cells are also needed to dissect the cell-specific effect of PAD4 in lupus nephritis.

The importance of *PADI4* in the pathogenesis of SLE remains unclear. A genome wide association study (GWAS) revealed a number of critical genes and pathways for SLE (1). Although *PADI4* has not been identified as a GWAS risk gene for SLE, *PADI4* gene polymorphisms were reported to be associated with lupus nephritis (62). This may be due to the SLE case population with nephritis constitutes only a proportion of patients. With regard to immune-related nephritis, the fact that *PADI4* has been identified as a GWAS risk gene for IgA nephropathy supports the possibility that *PADI4* plays a critical role in immune complex-mediated nephritis (63). Recently, genetic variations in the *TNFAIP3* de-ubiquitinase domain, which is known to be associated with an increased risk of SLE, upregulates *PADI4* expression (64). These genetic studies supported the importance of *PADI4* in the pathogenesis of human lupus nephritis, and further human studies are required for unveiling the precise roles of *PADI4* in human diseases.

In summary, PAD4 promoted neutrophil infiltration into the kidneys and the development of nephritis in TLR7 agonist-induced lupus model mice. PAD4 was implicated in regulating the p38 MAPK pathway, which affects neutrophil adhesion to the kidneys. Our study demonstrated the importance of neutrophils in the pathogenesis of lupus nephritis, and the suppression of neutrophil adhesion and inhibition of the PAD4-p38 MAPK pathway may be a unique and promising therapeutic strategy against lupus nephritis.

## Data Availability Statement

The datasets generated for this study can be found in the GEO, GSE145422, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE145422.

## Ethics Statement

The animal study was reviewed and approved by the ethics committee of The University of Tokyo Institutional Animal Care and Use Committee (15-P-069) and (P18-098).

## Author Contributions

HS, TK, TO, KYa, and KF designed experiments. NH conducted the experiments and acquired data. NH, HH, YN, and AS analyzed the data. AS, IG, and KYo provided animals. NH, HS, and KF wrote the manuscript. NH, HH, and YN prepared figures. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

NH has received grants from GlaxoSmithKline. HS has received speaking fees from Takeda, BMS, Asahi Kasei, Sanofi, Eli Lilly, Janssen, Astellas, Pfizer, Chugai, UCB, and Daiichi-Sankyo. YN has received financial support or fees from BMS, Kissei, Mitsubishi Tanabe, and Pfizer. TK has received grants from GlaxoSmithKline. TO has received grants from Chugai. KYa has received fees for lecture from AbbVie, Ayumi, BMS, Chugai, Eisai, Janssen, Mitsubishi Tanabe, Ono, and UCB. KF has received grants, consulting fees, speaking fees, and/or honoraria from Mitsubishi Tanabe, BMS, Eli Lilly, Chugai, Janssen, Pfizer, Ono, AbbVie, Ayumi, Astellas, Sanofi, Novartis, Daiichi-Sankyo, Eisai, Asahi Kasei, MSD, and Japan Blood Products Organization. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Peptidylarginine Deiminase 4 Promotes the Renal Infiltration of Neutrophils and Exacerbates the TLR7 Agonist-Induced Lupus Mice
**Source:** Front Immunol. 2020 Jun 23;11:1095. doi: 10.3389/fimmu.2020.01095
**Supplement:** Supplementary file 9

**Supplementary figure legends**

**Figure S1. Spleen weight of untreated mice**

Spleen weight of the untreated WT and *Padi4* KO mice was measured (n = 5 for WT and n = 5 for *Padi4* KO mice). Two-tailed unpaired t-test. ns, nonsignificant. All error bars represent ±SD.

**Figure S2. Serum BUN and Creatinine**

Left : Serum BUN of the WT control (WT Ctrl), IMQ-treated WT (WT IMQ), and IMQ-treated *Padi4* KO (KO IMQ) mice 8 weeks after IMQ treatment (WT Ctrl, n = 16; WT IMQ, n = 29; KO IMQ, n = 28). One-way ANOVA with Tukey’s multiple comparisons test.

Right : Serum Creatinine of the WT Ctrl, WT IMQ, and KO IMQ mice 8 weeks after IMQ treatment (WT Ctrl, n = 13; WT IMQ, n = 22; KO IMQ, n = 21). One-way ANOVA with Tukey’s multiple comparisons test. All error bars represent ±SD.

**Figure S3. NETosis *in vivo* in IMQ-treated mice**

Representative image of the bone marrow-derived neutrophils in WT control (WT Ctrl), IMQ-treated WT (WT IMQ), and IMQ-treated *Padi4* KO (KO IMQ) mice 8 weeks after IMQ treatment, which were incubated without any stimulation overnight, are shown (Left). DNA was stained with SytoxGreen. SytoxGreen positive cells were calculated using fluorescence microscopy (Right). (n = 4 for each groups). *p<0.05 (one-way ANOVA with Tukey’s multiple comparisons test). All error bars represent ±SD.

**Figure S4. Serum titers of anti-Sm antibody**

Serum titers of anti-Sm antibody in the serum of WT Ctrl, WT IMQ, and KO IMQ mice for 8 weeks are indicated (WT Ctrl, n = 8; WT IMQ, n = 25; KO IMQ, n = 16). *p < 0.05 (one-way ANOVA with Tukey’s multiple comparisons test). All error bars represent ±SD.

**Figure S5. Myeloid cells in the kidney and the spleen of the untreated mice**

The frequencies of CD11b^+^Ly6G^+^ cells (neutrophils), CD11b^+^CD11c^+^ cells, and CD11b^+^Ly6C^high^ cells (monocytes) in the kidneys and spleen cells of untreated mice (WT Ctrl, n = 5; KO Ctrl, n = 5). Data were analyzed by flow cytometry. *p < 0.05 (two-tailed unpaired t-test). All error bars represent ±SD.

**Figure S6. Heatmap for read counts of genes related to the p38 MAPK pathway in IPA with hierarchical clustering**

Neutrophils (1 × 10^6^/ml) were incubated in a 24-well plate and left unstimulated or stimulated with or without 1 µg/ml of R848 for 6 hours. A heatmap for read counts of genes related to the p38 MAPK pathway in IPA with hierarchical clustering is shown. 

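The heatmap places each gene on the same scale by expressing its CPM as distances from the gene's own mean over the libraries, in units of its standard deviation. Its colours therefore show the direction of a change but not its size or the level of the gene. Among p38 MAPK genes in the count table, scaled means ran from 82.3 CPM in unstimulated WT neutrophils to 5254 in WT neutrophils after R848 for Il1b, and from 270 to 3005 in Padi4 KO neutrophils. Mapk14, which encodes p38α, rose from 455 ± 30.3 to 586 ± 18.1 CPM in WT (SD, n = 2) and from 373 ± 17.6 to 568 ± 4.93 in Padi4 KO neutrophils (SD, n = 2).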

Read counts were normalized as count per million and scaled by row Z-score.

**Figure S7. *Jlp* mRNA in WT and *Padi4* KO neutrophils following LPS stimulation**

Real-time PCR analysis of the expression of *Jlp* mRNA in WT and *Padi4* KO neutrophils at 0, 30, and 60 minutes after LPS (1 µg/ml) stimulation (n = 3 per group). Results were normalized to *Actb*. *p < 0.05 (two-tailed unpaired t-test)

**Figure S8. mRNA expression of *Jlp* in *Jlp* +/- neutrophils**

Real-time PCR analysis of *Jlp* mRNA expression in bone marrow-derived WT and *Jlp* +/- neutrophils (n=4 per group). Results were normalized to *Actb*. *p<0.05 (two-tailed unpaired t-test).

How the deposited data were processed for this re-analysis (not part of the article)

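Bone marrow neutrophils of 8-week-old WT and Padi4 KO mice were analysed in 4 groups of 2 libraries: WT and Padi4 KO, each unstimulated or given R848 at 1 µg/ml and cultured for 6 h. The groups were taken from the sample labels and the paper's methods. For the unstimulated libraries the labels give 0 h and the methods 6 h, and which holds could not be settled from the files. If the labels hold, every R848 response also includes the effect of 6 h in culture. The replicate numbers also come from the labels, which do not say whether libraries with the same number share a mouse or a day.

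The authors trimmed and filtered the reads, mapped them to mm10 with STAR and counted them on genes with HTSeq; the deposited values are raw counts for each gene symbol, without normalization, with the summary lines of HTSeq at the end. The summary lines were left out of all gene tests. Of all the reads in the table, between 87.0% and 89.5% of each library were counted on genes. The annotation and the strand setting of the counting are not stated in the paper's text, so counts on genes that overlap another gene, and on genes with near-identical copies such as Actb, Gapdh and H3f3a, are uncertain.

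The genes tested had at least 1 count in at least 2 of the 8 libraries, the filter of the paper. The model was fitted in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. It used TMM factors, 1 mean for each of the 4 groups and the robust quasi-likelihood fit. Contrasts gave the R848 response in WT, the R848 response in Padi4 KO, the difference between these responses, and Padi4 KO against WT without stimulation, after R848 and over both treatments. P-values were adjusted by the Benjamini-Hochberg method over the 12254 genes tested. A response was called at a false discovery rate below 0.1 and a change of more than 2-fold, as in the paper; the other contrasts were called at a false discovery rate below 0.1 alone. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. CPM values, counts scaled to a common library size, were computed with the TMM factors, except that the floors and the sums over lists of marker genes use the library totals. The paper's methods name the Wald test of DESeq2 1.16.1; here DESeq2 1.42.0 was run as an alternative.

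The library totals allow a floor of 3 counts, which is at most 5.33 CPM. A group of 2 libraries allows no exact test of a single gene below the usual thresholds, so the p-values rest on the spread shared across genes by the model. Genes of the p38 MAPK pathway were tested together with camera; their list was written by hand, because the list of the IPA software is not among the files. No IPA score was computed.

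The genes named in the text were chosen by a rule set in advance: every gene the paper names or lists in Figure 6A or the Discussion; the members of the p38 MAPK list past the threshold; in each genotype the 5 genes with the largest rise and the 3 with the largest fall; and the 5 genes with the smallest p in each other contrast, all with at least 10 counts on average. Map3k3 and Mapk14 fall outside that rule and were named after their values were seen. Results for some single genes are not reported.

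The model was tested on simulated data made from the real totals and spread, with 200 changed genes. It recovered 188 of the WT responses and 181 of the differences of response, with 9.62% false calls among the WT calls and 0 calls in Padi4 KO, where no change had been put in; DESeq2 recovered 173 of the WT responses. The alternatives, chosen before the counts were seen, were DESeq2, edgeR's filterByExpr filter, no filter beyond 1 count, relative log expression factors, library size alone, the replicate number as a block, counts thinned at random to the smallest library, separate models for each genotype, a false discovery rate of 0.05, other definitions of genes called in 1 genotype, and leaving out each library in turn.

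Gene positions are those of GENCODE on GRCm38, the build of mm10. Primer sequences were matched to its transcripts without mismatches. The quantitative PCR, flow cytometry, adhesion and in vivo experiments and the published ChIP-chip data were not analysed here.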

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

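Of the tests below, those on duplicates, on the scaling of Egr1, on simulated genes with at least 10 counts and on the neutrophil lists (for erythroid genes and Egr1) were chosen after the result was seen. Groups of 2 libraries allow no check for a library far from the others of its group.

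Erythroid genes, which the paper does not analyse, were higher in the Padi4 KO libraries. The 4 expressed genes of a short erythroid list summed to 61.2 ± 6.10 CPM of the library total in unstimulated WT neutrophils and 674 ± 33.6 in unstimulated Padi4 KO neutrophils (SD, n = 2). After R848, they summed to 20.4 ± 3.54 in WT and 956 ± 18.3 in Padi4 KO (SD, n = 2). The hemoglobin genes of that list are listed at 0 in all 8 libraries. A second list, with 31 erythroid genes tested, was higher in Padi4 KO than 100% of random gene lists of similar expression, in both treatments. With every library thinned to the smallest, the median log2 change of the first list was 4.35, and with library size alone it was 4.57, against 4.33 with TMM. Neither setting could have removed a change of this size, since thinning leaves fold changes the same on average and scaling moved the median of all genes by at most 0.29 between Padi4 KO and WT. Of 4 lists for other cells, 1, the monocyte list, was above at least 99.99% of random lists in both treatments, and the eosinophil and basophil list was low. The list of 11 immature neutrophil genes was lower in Padi4 KO, with a median log2 change of -0.57 without stimulation (above 0.29% of random lists) and -0.76 after R848 (above 0%). The list of 11 mature neutrophil genes had -0.51 (above 2.11%) and -0.52 (above 24.6%), so 1 of the 2 neutrophil lists was low in both treatments. The medians of both lists were negative under each of the 4 scalings. A smaller share of neutrophil RNA in the Padi4 KO preparations and a lower expression of these genes within neutrophils could each give this and were not told apart. RNA from erythroid cells left in the Padi4 KO preparations is a candidate explanation. A change in the neutrophils themselves cannot be told apart from it, nor from a wider mixture of cells, because the paper gives the purity of its magnetic isolation as a whole and not for each preparation.

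Egr1 moved in opposite directions after R848. Its log2 fold change was 2.74 in WT (standard error 0.25) and -2.58 in Padi4 KO (standard error 0.37), a difference of -5.32 with an adjusted p of 2.19e-29 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both libraries of each group lay on the same side. After R848, WT libraries held 86 and 81 counts and Padi4 KO libraries 7 and 5. All 4 scalings tried kept both directions, but they moved the median of all genes by at most -0.38 in the Padi4 KO response, far less than Egr1 moved, so this could not have come out otherwise and shows only that scaling is too small to account for the change. With library size alone, the median log2 change was -0.30 in Padi4 KO and -0.38 in WT, where erythroid counts were low, so it does not measure dilution by erythroid RNA. Dilution by RNA of other cells would lower neutrophil genes as well. From unstimulated to R848 in Padi4 KO, however, the summed immature neutrophil genes went from 56971 to 54075 CPM of the library total, a log2 change of -0.075, so dilution does not account for the fall of Egr1. A loss of RNA of other cells was not tested. In Padi4 KO, the stromal list fell from 687 to 85.1 CPM of the library total and the monocyte list from 3428 to 2060. These lists also fell in WT, from 271 to 125 and from 2102 to 1484, whereas the erythroid lists rose in Padi4 KO. Whether such a loss contributed to the fall of Egr1 cannot be told from these sums. A different response of Egr1 in Padi4 KO neutrophils is a candidate explanation, written as a hypothesis since it was found and tested in the same data. Fos and Jun also had negative differences, -4.11 and -2.53, but these were deeper falls in Padi4 KO. Their log2 fold changes after R848 were -2.45 and -0.48 in WT and -6.55 and -3.01 in Padi4 KO. Both started higher in unstimulated Padi4 KO than in unstimulated WT, with log2 fold changes of 0.88 and 1.28. After R848 both were lower than in WT, with -3.23 and -1.25.

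The response to R848 differed between the genotypes for 577 genes. In 20 data sets simulated with equal responses at the real depths and spread, at most 2 genes had such a difference. The count of genes called in WT only, in contrast, was within what equal responses gave: 256 in the data and up to 294 in the simulations, with a median of 267. Among genes with at least 10 counts on average, the data gave 210 and the simulations up to 226. Of the genes called in Padi4 KO only, 215 had at least 10 counts on average, whereas 19 of the 20 simulations gave fewer, from 92 to 122, and 1 gave 271. Since 1 simulation gave as many, equal responses cannot be excluded for this count, which also depends on the scaling (of all genes, 366 were called with TMM and 262 with relative log expression factors). The simulated fold changes carry the noise of the estimates, which can raise these counts. Only 19.1% of the genes called in WT only had a tested difference, which is consistent with many of them lying close to the 2-fold threshold in either genotype. Thinning the libraries gave 278 such genes. Because the Padi4 KO libraries were the deeper ones, thinning removes calls mainly in Padi4 KO and was likely to keep or raise this count, so it does not test whether the unequal depth accounts for it. Equal responses together with thresholds are thus a candidate explanation for the size of the list of genes called in WT only. For the differences of response, the simulations are weaker evidence: they take their spread from the duplicates, so they leave out any variation between mice that the duplicates lack, and the number itself went from 577 to 393 with relative log expression factors and 125 with DESeq2.

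The Padi4 KO and WT libraries differed in 3640 genes over both treatments. Of the genes near Padi4 on chromosome 4 (within 10 Mb), 19 of 180 (10.6%) differed in the same direction in both treatments, against 9.11% of the genes elsewhere (one-sided Fisher's exact test, p = 0.287), so no excess was found near Padi4. With 180 genes tested there, genes within 10 Mb could not make up most of the 3640 genes, whatever this test gave. Effects of DNA carried along with the knockout on genes elsewhere, or of a longer carried segment, were not tested. Of the 8 splits of the libraries that part as many same-numbered pairs, 1, the real one, gave as many genes, and a share below 0.05 cannot be reached with 8 splits. The next highest gave 577, which is the difference of response itself. The other 10 splits part fewer pairs. The duplicates varied by little more than counting noise, with a chi-square of at most 1.83 times its degrees of freedom among the 4 pairs. Duplicates made from the same cells could give this, and then the p-values would leave out the variation between mice; this cannot be told apart from a small variation between mice.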

How the results depend on the processing

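The alternatives were chosen before the data were examined. For 37 results on single genes, 592 comparisons with an alternative were made: 517 kept the direction and the side of the threshold or moved by less than the replicate spread, 51 moved by more than that, 23 fell short of the threshold and 1 reversed. For the other 14 results, 121 of 156 comparisons changed by less than the limit set. For a number of genes that limit was a factor of 1.5, which does not mean that the same genes were called: of the 256 genes called in WT only, 112 were among the 186 called with library size alone and 176 among the 259 called with DESeq2. A change from 577 to 393 differences of response, with relative log expression factors, was also within the limit. Separate models for each genotype give no difference of response, and DESeq2 gives no camera test. The cause of the changes below was not tested.

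With DESeq2, 719 genes were lower in WT, 599 were lower in Padi4 KO, 138 were higher in Padi4 KO only, 125 had a difference of response, and 1061 (unstimulated), 1008 (R848) and 1928 (both treatments) differed between Padi4 KO and WT. With filterByExpr, 194 genes were higher in Padi4 KO only and 10 of the 19 genes of Figure 6A met the definition. With library size alone, 2106 genes were lower in WT, 624 were higher and 2072 lower in Padi4 KO, 180 were higher in Padi4 KO only, and 5 Figure 6A genes met the definition. Thinned counts gave 359 differences of response. Separate DESeq2 models gave 443 genes lower in WT, 528 lower in Padi4 KO and 232 higher in Padi4 KO only. When a tested difference of response was required, 49 genes were called in WT only and 40 in Padi4 KO only. The number of genes called in WT only ranged from 186 to 384 under the other alternatives.

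Relative to TMM, library size alone moved the median log2 change of all genes by -0.30 in WT, -0.38 in Padi4 KO, and by 0.29 and 0.21 for Padi4 KO against WT without and with R848. DESeq2 and relative log expression factors moved the median difference of response by -0.16 each. The share of the differences of response that were higher in Padi4 KO was 73.3% with TMM, 40.7% with relative log expression factors, 60% with library size alone and 28% with DESeq2, so the majority direction of these genes depends on the scaling. With library size alone, the share of higher genes went from 45.8% to 25.6% in the WT response, from 54.7% to 24.9% in the Padi4 KO response, and for Padi4 KO against WT from 39.9% to 77.2% (unstimulated), from 54.8% to 81.8% (R848) and from 49.5% to 83.1% (both treatments). DESeq2 gave 56.8% in the WT response and 38.4% for Padi4 KO against WT after R848, where relative log expression factors gave 42.2%. Separate edgeR models gave 57.3% higher in unstimulated Padi4 KO, and separate DESeq2 models 63.4% higher in the WT response.

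The median difference of response of the genes that rose on average was -0.20 with DESeq2, -0.23 with relative log expression factors and -0.19 with library size alone, against -0.085 with TMM, and ran from -0.32 to -0.079 across the 8 fits that each left out one library. Relative to the median of all genes it lay between -0.29 and -0.22 in the settings with a fit of all libraries, but subtracting that median cancels most of a rescaling, so this range does not show stability to the scaling. The mean difference of the p38 MAPK list was 0.067 with TMM and reversed to -0.12 with DESeq2, -0.026 with filterByExpr, -0.084 with relative log expression factors, -0.017 with library size alone and -0.016 with thinned counts. Its ligands, receptors and effectors alone had a mean of 0.055. The camera test passed its threshold of 0.05, with the list below the other genes, with filterByExpr, relative log expression factors, library size alone and the ligands, receptors and effectors alone; it did not pass with TMM, without a filter, with the replicate block, with thinned counts or with the signalling components alone, and a rotation test did not pass either. The mean ran from -0.15 to 0.15 across the 8 fits that each left out one library. The difference of response of Spag9 ran from -0.82 to -0.33 in these fits and was negative with an adjusted p above 0.1 in each other alternative. The Padi4 KO response of Ptgs2 reversed to -0.0053 with library size alone.

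Same-numbered libraries of different groups were not correlated in their deviations, with values from -0.0128 to 0.0165, so a block for the replicate number was not needed; with it, 246 genes were called in WT only and 575 had a difference of response. The depth limits results for the 5342 genes with fewer than 10 counts on average, and for Ptgs2 and Tut1 among the genes of Figure 6A.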

Differences from the paper's values

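The number of reads per library and the number of genes called in WT only did not differ from the paper's values by the limits set for this comparison. The paper shows 19 genes as overlapping with its ChIP-chip list in Fig. 6A, and 16 of them were called in WT only here. Outside these 19, 240 genes were called in WT only, against the paper's about 240 in Fig. 6A, read by eye. The paper lists Chd4 and Hbp1 among the genes raised in WT only. Here they had log2 fold changes of 0.96 and 0.94 in WT, below the threshold. DESeq2 on all 8 libraries, the tool the paper's methods name in another version, gave all 19 genes as raised in WT only. Chd4 and Hbp1 also met the definition with relative log expression factors and with separate edgeR or DESeq2 models for each genotype.

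The paper states that p38 MAPK signaling rose less in Padi4 KO neutrophils. Besides its IPA comparison, it reports less phosphorylated p38 MAPK in these cells, at an earlier time after R848 than the RNA. The values here are mRNA changes and do not measure phosphorylation or the activity of the pathway. For the hand-written list, the mean difference of response was 0.067. It stayed positive without a filter (0.036) and with the replicate number as a block (0.055). The signalling components alone (0.070) and the ligands, receptors and effectors alone (0.055) also had a positive mean. The values under DESeq2 (-0.12), filterByExpr (-0.026), relative log expression factors (-0.084), library size alone (-0.017) and thinned counts (-0.016) had the direction the paper states. Relative to the other genes, the list also lay in that direction with TMM: camera placed it below them without passing its threshold, and the median of its 60 members with at least 10 counts on average lay -0.10 from that of all genes. The calls differed in the same direction. The number of list genes called higher minus the number called lower, divided by the square root of the number called, was 2.56 in WT and 0.894 in Padi4 KO; this measure was chosen after the data were seen, was not tested, counts every rise as activation and is not the score of IPA, which was not computed here.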

Other observations

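Padi4 itself fell after R848, with a log2 fold change of -1.27 in WT neutrophils (standard error 0.10) and -0.74 in Padi4 KO neutrophils (standard error 0.24). Between 21 and 54 counts remained on the Padi4 gene in each Padi4 KO library. The counts are given per gene, so the exons they fall on are not known.

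Cxcl2 had a log2 fold change of 3.58 after R848 in WT and 1.61 in Padi4 KO neutrophils, a difference of -1.97 (standard error 0.24, adjusted p = 1.92e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Itgal, which encodes an integrin chain of LFA-1, had 1.89 in WT and 2.25 in Padi4 KO, a difference of 0.36 (standard error 0.11, adjusted p = 0.0373 from the same edgeR test); with DESeq2 the difference was 0.21, with relative log expression factors 0.21 and with library size alone 0.29, and with these settings it did not pass the threshold. Itgb2 had a difference of 0.37 (standard error 0.10), and 0.22 with DESeq2 and with relative log expression factors, which did not pass it either. With each library left out in turn, the difference ran from 0.099 to 0.42 for Itgal and from 0.091 to 0.40 for Itgb2.

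There were 90 genes that rose more than 2-fold in WT with a tested weaker response in Padi4 KO. Of these, 43 started higher in unstimulated Padi4 KO neutrophils and 63 ended lower after R848 than in WT; a gene can be in both groups. Without stimulation, 2933 genes differed between Padi4 KO and WT (1170 higher and 1763 lower), and after R848 2116 did (1159 higher and 957 lower). Over both treatments, Car2, Slc4a1 and Aqp1 were among the genes with the smallest p besides Padi4, with log2 fold changes of 3.98, 4.89 and 4.92 in Padi4 KO against WT.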
